# Identifying Conserved and Novel MicroRNAs in Developing Seeds of *Brassica napus* Using Deep Sequencing

**DOI:** 10.1371/journal.pone.0050663

**Published:** 2012-11-30

**Authors:** Ana Paula Körbes, Ronei Dorneles Machado, Frank Guzman, Mauricio Pereira Almerão, Luiz Felipe Valter de Oliveira, Guilherme Loss-Morais, Andreia Carina Turchetto-Zolet, Alexandro Cagliari, Felipe dos Santos Maraschin, Marcia Margis-Pinheiro, Rogerio Margis

## Abstract

MicroRNAs (miRNAs) are important post-transcriptional regulators of plant development and seed formation. In *Brassica napus*, an important edible oil crop, valuable lipids are synthesized and stored in specific seed tissues during embryogenesis. The miRNA transcriptome of *B. napus* is currently poorly characterized, especially at different seed developmental stages. This work aims to describe the miRNAome of developing seeds of *B. napus* by identifying plant-conserved and novel miRNAs and comparing miRNA abundance in mature versus developing seeds. Members of 59 miRNA families were detected through a computational analysis of a large number of reads obtained from deep sequencing two small RNA and two RNA-seq libraries of (i) pooled immature developing stages and (ii) mature *B. napus* seeds. Among these miRNA families, 17 families are currently known to exist in *B. napus*; additionally 29 families not reported in *B. napus* but conserved in other plant species were identified by alignment with known plant mature miRNAs. Assembled mRNA-seq contigs allowed for a search of putative new precursors and led to the identification of 13 novel miRNA families. Analysis of miRNA population between libraries reveals that several miRNAs and isomiRNAs have different abundance in developing stages compared to mature seeds. The predicted miRNA target genes encode a broad range of proteins related to seed development and energy storage. This work presents a comparative study of the miRNA transcriptome of mature and developing *B. napus* seeds and provides a basis for future research on individual miRNAs and their functions in embryogenesis, seed maturation and lipid accumulation in *B. napus*.

## Introduction

Eukaryotic gene expression is regulated at the transcriptional and post-transcriptional levels. An important post-transcriptional mechanism that has recently been discovered is controlled by endogenous, noncoding small RNAs (sRNAs), primarily small interfering RNAs (siRNAs) and microRNAs (miRNAs) [1]–[4]. In plants, miRNA genes, called primary miRNAs (pri-miRNAs), are typically encoded in intergenic regions and are transcribed by RNA Polymerase II as long polyadenylated transcripts, similar to protein-coding genes [5]. These primary sequences contain an imperfect stem-loop structure that is recognized by DICER-Like1 (DCL1) for sequential cleavage, which converts the pri-miRNAs into the precursor sequences (pre-miRNAs) that are further processed to generate 18–24 nucleotide (nt)-long sequences called mature miRNAs [6]. The imperfect complementary strand to the most abundant miRNA is often called miRNA*, and both strands are originated from the 5p and 3p arms of the pre-miRNA hairpin structure. These sRNAs play critical roles during plant development, regulating a variety of processes, such as embryogenesis, seed germination, organ formation, and developmental timing and patterning [7]–[13]. The binding of the miRNA to mRNA targets leads to gene silencing by endonucleolytic cleavage or translational inhibition, depending on the degree of complementarity between the miRNA and its target transcript [14]–[18].

*Brassica napus*, known as Oilseed Rape, is the third most important edible oil crop worldwide (www.faostat.fao.org). During embryogenesis, *B. napus* seeds build up storage reserves in specific tissues. The vast majority of these reserves are made up of lipids (40–45%) and proteins (17–26%) that are almost exclusively stored in the cotyledons of the maturing embryo [19]. Biogenesis of oil bodies (lipid-containing structures) begins as early as the heart stage in embryogenesis and lipid accumulation rapidly increases during weeks 4–8 after anthesis [20], [21]. These developmental stages are correlated with high synthetic lipid activity and a decline in the expression of genes coding for oil biosynthetic and glycolytic enzymes but not of the genes involved in the later steps of oil accumulation [22].

The number of miRNAs in the miRNA registry database (miRBase release 18) [23] that are known in *B. napus* (48 miRNAs) is considerably small when compared to the model plant *Arabidopsis* (328 miRNAs) or to the crop species soybean (395 miRNAs) and rice (661 miRNAs). *B. napus* (Bna) miRNAs were identified in a few previous studies, primarily through either a computational analysis of known plant miRNAs against the Bna Expressed Sequence Tag (EST) and Genome Survey (GSS) sequences [24] or cloning strategies from whole seedlings or vascular exudates of nutrient-stressed plants [25]–[29]. These strategies allowed for the identification of Bna-miRNAs that are conserved and highly abundant in many plant species [30], [31]. The application of high-throughput sequencing technology in functional studies of small RNAs has been useful in accelerating the discovery of low abundance and species-specific miRNAs in plants under several different growing conditions [32]–[40]. Recently, [41] nine new Bna-miRNAs were reported using deep sequencing to investigate the Bna-miRNA profiles of seeds from high and low oil-content cultivars in very early embryonic development stages. However, the expression patterns and functions of *B. napus* miRNAs from seed development stages to maturation remain largely unknown.

In the present work, we identified miRNAs that may be involved in stages of the *B. napus* seed development process and in the accumulation of storage reserves. Illumina sequencing of two small RNA libraries of immature and mature stages of *B. napus* seeds were used to characterize the miRNAs. In addition, polyadenylated transcript sequencing (mRNA-seq) libraries were used to identify the pre-miRNAs expressed in the seeds that were unknown to science. A total of 251 mature miRNAs from 59 distinct miRNA families were identified in the computational analysis, from which, 29 families were previously unidentified in *B. napus* but conserved in other plants and 13 families were reported for the first time in plants. Several miRNAs were more abundant in seed development stages than in mature seeds, and putative targets were predicted to encode a broad range of proteins related to seed development and energy storage.

## Materials and Methods

### Plant Material and Growth Conditions

*B. napus* (cultivar PFB-2, Embrapa) plants were grown in an open environment (30°S 51°W) from May to October 2010. Flowers were tagged upon opening and developing siliques from different plants were collected in the middle of a light cycle at 7, 14, 21, 28, 42 and 50 days after flower opening (DAF). The seeds were dissected from the siliques, immediately frozen in liquid nitrogen and stored at −80°C.

### RNA Isolation and Deep Sequencing

Total RNA was isolated from the seed material using Trizol (Invitrogen, CA, USA) according to the manufacturer’s protocol, and the RNA quality was evaluated by electrophoresis on a 1% agarose gel. Total RNA (>10 µg) was sent to Fasteris Life Sciences SA (Plan-les-Ouates, Switzerland) for processing. Two sRNA libraries were constructed; one from mature seeds (50 DAF) and one from an equivalent mixture of RNA from immature seeds at DAF stages 7–42. Briefly, the construction of the small RNA libraries consisted of the following successive steps: acrylamide gel purification of the RNA bands corresponding to the size range 20–30 nt, ligation of the 3p and 5p adapters to the RNA in two separate subsequent steps, each followed by acrylamide gel purification, cDNA synthesis followed by acrylamide gel purification, and a final step of PCR amplification to generate a cDNA colony template library for Illumina sequencing. The polyadenylated transcript sequencing (mRNA-seq) was performed using the following successive steps: Poly(A) purification, cDNA synthesis using Poly(T) primer, shotgun to generate inserts of 500 nt, 3p and 5p adapter ligations, pre-amplification, colony generation and Illumina single-end 100 bases sequencing. The libraries were sequenced by Illumina HiSeq2000.

### Data Analysis

The overall procedure for analyzing small libraries is shown in Figure S1. All low quality reads (FASTq value <13) were removed, and 5p and 3p adapter sequences were trimmed using Genome Analyzer Pipeline (Fasteris). The remaining low quality reads with ‘n’ were removed using PrinSeq script [42]. Sequences shorter than 18 nt and longer than 25 nt were excluded from further analysis. Small RNAs derived from Viridiplantae rRNAs, tRNAs, snRNAs and snoRNAs (from the tRNAdb [43], SILVA rRNA [44], and NONCODE v3.0 [45] databases] and small RNAs derived from Rosales mtRNA and cpRNA [from the NCBI GenBank database (http://ftp.ncbi.nlm.nih.gov)] were identified by mapping with Bowtie v 0.12.7 [46] and excluded from further miRNA predictions and analyses.

After cleaning the data (low quality reads, adapter sequences), the mRNA-seq data from the two libraries were pooled and assembled in contigs using the CLC Genome Workbench version 4.0.2 (CLC bio, Aarhus, Denmark) algorithm for *de novo* sequence assembly using the default parameters (similarity = 0.8, length fraction = 0.5, insertion/deletion cost = 3, mismatch cost = 3). In total, 237,993 contigs were assembled and used as reference for the discovery of pre-miRNA and miRNA sequences.

### Identification and Analysis of Conserved and Novel miRNAs

To identify plant-conserved miRNAs, small RNA sequences were aligned with known non-redundant plant mature miRNAs (Viridiplantae) and Brassicaceae precursors that were deposited in the miRBase database (Release 18, November 2011) using Bowtie v 0.12.7. Complete alignment of the sequences was required and zero mismatches were allowed. To search for novel miRNAs, small RNA sequences were matched against assembled mRNA-seq contigs using SOAP2 [47]. The SOAP2 output was filtered with an in-house filter tool to separate candidate sequences as miRNA precursors using an anchoring pattern of one or two blocks of aligned small RNAs with a perfect match. As miRNA precursors have a characteristic hairpin structure, the next step to select candidate sequences was secondary structure analysis by RNAfold using an annotation algorithm from the UEA sRNA toolkit [48]. In addition, perfect stem-loop structures should have the miRNA sequence at one arm of the stem and a respective antisense sequence at the opposite arm. Finally, precursor candidate sequences were checked using the BLASTn algorithm from the miRBase (www.miRBase.org) and NCBI databases.

For the frequency analysis of all identified miRNAs, sRNA reads were aligned in Bowtie v 0.12.7 using the default parameters, with the first seed alignment >28 nt in size and allowing zero mismatches. As reference, we used both previously annotated pre-miRNAs from miRBase and the putative pre-miRNAs identified in this work. The SAM files from Bowtie were then processed using Python scripts to assign the frequencies of each read and map them onto references. For data normalization, we use the scaling normalization method proposed by [49]. To assess whether the microRNA was differentially expressed, we independently used both the R package EdgeR [50] and the A–C test [51]. In brief, EdgeR uses a negative binomial model to estimate overdispersion from the miRNA count. The dispersion parameter of each miRNA was estimated by the tagwise dispersion. Then, differential expression is assessed for each miRNA using an adapted exact test for overdispersed data. The A-C test computes the probability that two independent counts of the same microRNA came from similar samples. We considered miRNAs to be differentially expressed if they had a p-value ≤0.001 in both statistical tests.

### Prediction of miRNA Targets

The prediction of target genes of novel miRNAs was performed against assembled RNA-seq contigs using psRNAtarget [52], with the default parameters and a maximum expectation value of 4 (number of mismatches allowed). Candidate RNA sequences were then annotated by assigning them putative gene descriptions based on their sequence similarity with previously identified and annotated genes that had been deposited in the NR and Swiss-Prot/Uniprot protein databases using BLASTx; this analysis was conducted using the blast2GO v2.3.5 software [53]. The annotation was improved by analyzing conserved domains/families using the InterProScan tool. Gene Ontology (GO) terms for the cellular component, molecular function and biological processes were determined using the GOslim tool in the blast2GO software. The orientation of the transcripts was obtained from BLAST annotations.

## Results

### Overview of B. napus RNAs Library Sequencing

To identify the miRNA transcriptome involved in *B. napus* seed development, sRNA libraries constructed from mature seeds and from an equivalent mix of immature seeds (a pool of DAF stages 7–42) were sequenced by using the Solexa/Illumina platform. Deep sequencing yielded a total of almost 38 million sRNA reads. After removing low-quality sequences, adapter contaminants and inserts, approximately 17 million and 19 million reads, with lengths ranging from 18 to 25 nt, were obtained from the mature and developing seed libraries, respectively (Table 1); these reads represented 8,632,807 and 5,665,721 of distinct sequences in each library, respectively (Table S1). Consistent with the length distribution pattern of sRNAs in other plant species, sequences between 21 to 24 nt long were the most abundant, with 24 nt long sRNAs as the main peak (Figure 1). A relatively large number of 22 and 23 nt long small RNAs were obtained in the developing seed dataset. This was previously observed in developing *B. napus* seed sRNA libraries [41]. The highest sequence redundancy was observed in the 21 nt long fraction of mature seed library and the 24 nt long fraction of the developing seed library (Figure 1 and Table S1). A small fraction from the total number of reads sequenced in the mature and developing seed libraries (10.2% and 2.2%, respectively) matched to miRNAs (Table 2). Approximately 4.3% and 2.9% of the reads matched non-coding sRNAs other than miRNAs (rRNA, tRNA, snRNA, snoRNA), respectively, and 3.7% and 0.5% matched organellar sRNAs (mtRNA, cpRNA), respectively. The majority of the reads did not match known small RNAs and possibly represent siRNAs.

**Figure 1:**
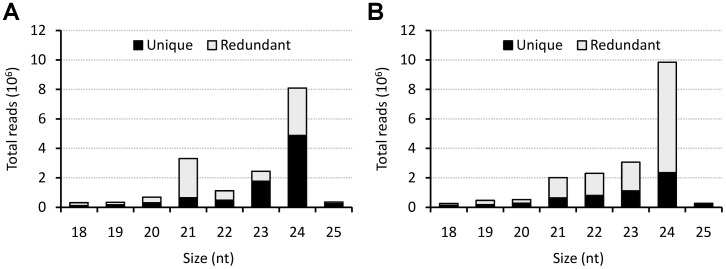
Length distribution and diversity of total number of small RNA reads of *B. napus* seed libraries. (**A**) Small RNA reads sequenced from the mature seed library. (**B**) Small RNA reads sequenced from the developing seed library.

**Table 1:** Summary of sequencing data of *B. napus* small RNA libraries.

	Mature seeds		Developing seeds	
Reads	Number of reads	Percentage (%)	Number of reads	Percentage (%)
Total reads*	17,878,538	100.0	19,954,089	100.0
18–25 nt	16,658,523	93.2	18,728,461	93.9
<18 nt	875,194	4.9	856,483	4.3
>25 nt	344,821	1.9	369,145	1.8

* High quality reads with lengths of 1 to 44 nt.

**Table 2:** Categorization of *B. napus* sequecences matching noncoding and organellar small RNAs.

	Mature seeds		Developing seeds	
sRNA*	Number of reads	Percentage (%)	Number of reads	Percentage (%)
miRNA	1,699,293	10.20	420,230	2.24
rRNA	675,151	4.05	524,132	2.80
tRNA	39,769	0.24	23,449	0.13
snRNA	2,688	0.02	1,830	0.01
snoRNA	1,911	0.01	1,567	0.01
mtRNA	298,127	1.79	44,370	0.24
cpRNA	316,543	1.90	51,188	0.27
other sRNA	13,625,041	81.79	17,661,695	94.30
Total	16,658,523	100	18,728,461	100

* Only 18–25 nt reads were considered. The small RNA were clustered according to their origin as follow: ribosome (rRNA); transporter (tRNA); small nuclear (snRNA); small nucleolar (snoRNA); mitochondrial (mtRNA) and chloroplastic (cpRNA).

Because the genome of *B. napus* is not publicly available, we sequenced the mRNA transcriptome of *B. napus* seeds for use as a reference sequence in further analysis. 

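Polyadenylated RNA from seeds of the *B. napus* cultivar PFB-2 was sequenced in 2 mRNA-seq libraries. One library was made from mature seeds at 50 DAF, and the other from a pool of developing seeds collected at 7, 14, 21, 28 and 42 DAF. Each condition had 1 library, so differences have no replicate check and describe these libraries rather than the stages. The authors removed low-quality reads and adapter sequences and deposited the count of reads of every distinct read sequence, without alignment or normalization. The mature library held 13010780 reads and the developing library 19474243. Reads of the full 100 bases made up 80.8% of the mature and 80.9% of the developing library. Distinct sequences amounted to 64.1% of the reads in the mature library (95% Clopper-Pearson interval 64.1 to 64.1) and to 61.8% in the developing library (61.8 to 61.8). When the developing library was thinned to the mature depth, its share rose to 65.8%. Among sequences of at least 100 bases, the shares were 60.1% and, after thinning, 62.7%. From the deposited sequences, the pooled reads were assembled again with a de Bruijn graph of 31-base k-mers seen at least 2 times, and contigs of at least 100 bp were kept. This assembly stands in for the CLC assembly, so the contigs differ from those of the paper. The mature miRNA sequences of Tables S2, S3 and S4 were then searched in the reads on either strand. Read counts were scaled by all reads of a library, and ratios are given as developing over mature with exact conditional binomial intervals of 95%. Intervals cover counting error only, because reads amplified by PCR are not independent molecules.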

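The reads of the mature and the developing library added up to 32485023. Their de Bruijn assembly gave 257620 contigs with a mean length of 170.0 bp. The number of contigs moved most with the k-mer length, from 197369 at 25 bases to 339004 at 41 bases, and it was 209503 when k-mers had to be seen at least 3 times. The mean length lay between 170.0 and 179.7 bp over these assemblies. Contigs took up 46.5% of the mature and 47.5% of the developing reads.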

The pooled mRNA-seq yielded 32,485,023 reads, which were imported into the CLC Genomics Workbench and *de novo* assembled into 237,993 contigs with an average length of 284 bp. Contigs and non-assembled reads with a minimum length of 100 bp were further considered. 

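In the de Bruijn assembly, the longest contig had 6464 bp and the N50 was 166 bp. Contigs of at least 200 bp numbered 51194, and 5481 contigs were over 500 bp. Requiring k-mers to be seen at least 3 times moved the longest contig to 8850 bp, the N50 to 177 bp and the contigs over 500 bp to 5878.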

The contigs ranged in size between the minimum set threshold of 100 bp and 12,344 bp (average size = 285 bp; N50 = 361 bp), with 29,157 contigs that were more than 500 bp in length.

### Identification of Conserved miRNAs in B. napus Seeds

There were 4,680 mature miRNAs from 52 Viridiplantae species deposited in the miRBase Release 18.0 from November 2011 [48]. Because miRNAs are highly conserved among plant species, the first approach to characterize the miRNA libraries was to precisely identify miRNAs by sequence homology. To identify conserved miRNAs in *B. napus* (Bna), the libraries were matched against the complete set of 2,585 unique plant mature miRNAs sequences from miRBase with no mismatches allowed. In total, 1,949,940 reads perfectly matched 219 known mature miRNA sequences, which corresponded to 45 plant miRNA families. On average, four miRNA members were identified within each miRNA family (Figure 2). Mature sequences matching MIR156 and MIR57, MIR165 and MIR166 or MIR170 and MIR171 were grouped as one single family due to their shared evolutionary origin. Of these reads, a total of 196 miRNAs were identified in the mature seed library, and 172 miRNAs were identified in the developing seed library, while 149 miRNAs were shared by both libraries (Table S2). From the total of 48 mature miRNAs annotated in miRBase for *B. napus* (Bna-miRNA), 24 unique Bna-miRNAs were detected in the libraries, representing all 17 known Bna-miRNA families. The remaining 28 miRNA families comprised miRNAs that are newly identified in *B. napus* but conserved in Brassicaceae species or among several plant species (Table 3 and Table S2). Overall, the largest family was MIR156/157, with 24 members representing MIR156/157 variants found in different species. MIR165/166 (21 members), MIR169 (15 members) and MIR319 (14 members) were the second, third and fourth largest miRNA families, respectively. Of the remaining miRNA families, 19 contained between 2 to 6 members, while 17 were represented by a single member.

**Figure 2:**
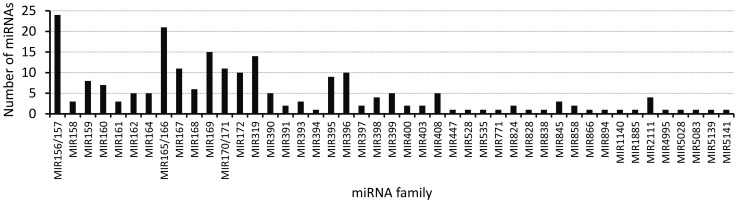
Number of miRNAs identified in *B. napus* seed libraries in known miRNA family in plants. The numbers are the sum of different miRNA containing the canonical sequences from the families of plant miRNAs deposited in miRBase.

**Table 3:** Number of miRNAs identified by sequence homology or matching pre-miRNAs in *B. napus* seed libraries that belong to novel and known plant miRNA families.

	Size									
Class	18	19	20	21	22	23	24	Total	Precursors	Families
New miRNAs known in other plants species (without precursor)^a^	0	7	40	122	17	0	2	**188**	0	**28**
Known miRNAs in B. napus (without precursor)^a^	0	0	0	21	3	0	0	**24**	0	**17**
New miRNAs in known *B. napus* families* (with precursor)^b^	0	1	7	7	1	0	0	**16**	21	**0 (11)** d
New miRNAs known in other plants species* (with precursor)^c^	0	0	1	6	1	0	0	**8**	8	**1 (6)** d
New miRNAs unknown in other plants species* (with precursor)^c^	1	0	0	12	2	0	0	**15**	15	**13**
**Total**	**1**	**8**	**49**	**171**	**24**	**0**	**2**	**251**	**44**	**59**

* most abundant;

a Data from Table S2;

b Data from Table S3;

c Data from Table S4;

d Number of identified families already considered in previous categories are in parenthesis.

### Identification of Novel B. napus miRNAs

To distinguish miRNAs from other small RNAs, such as siRNAs, some important features from miRNA biogenesis must be considered: 1) mature miRNAs are derived from pre-miRNAs; 2) all pre-miRNAs can form a secondary structure with a stem-looped hairpin; 3) the secondary structure shows high negative minimum folding free energy (MFE, 40–100 kcal/mol) and minimum folding free energy index (MFEI, higher than 0,85) [54]; 4) The stem-looped hairpin has the mature miRNA sitting on one of the arms and an almost complementary miRNA (with few mismatches) on their opposite site arm (5p and 3p positions). To identify novel miRNAs in *B. napus* seeds, the sRNA libraries were matched against assembled contigs of developing and mature seeds, because Bna ESTs and GSS were previously explored elsewhere [25], [24], [29], [41]. Candidate mRNA sequences with hairpin-like structures and with more than 10 miRNA reads that were anchored in the same orientation in the 5p and/or 3p arm in a two block-like pattern were considered putative pre-miRNAs. The MFE and MFEI were determined for each candidate sequence and the precursor identity was determined by BLAST searches against mature miRNAs at miRBase. As a result, three groups of pre-miRNAs were identified: (a) known in Bna, (b) new in Bna but known in plants and (c) new in Bna and uncharacterized in other plants.

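Of the 23 first-group pre-miRNAs listed in Table S3, 20 had both arms listed, and the segment from the start of the 5p to the end of the 3p sequence was rebuilt from the mRNA-seq reads for 19 of them. RNAfold gave these segments a mean MFE of −48.8 kcal/mol (SD 29.3 between pre-miRNAs, n = 19). The MFE ranged from −32.6 kcal/mol to −167 kcal/mol, the latter for Bna-MIR824 with a segment of 589 nt. The MFEI, which is the MFE per 100 nt divided by the GC percentage, averaged −0.995 (SD 0.127, n = 19). The mean GC content was 42.6% (SD 5.01, n = 19). With 10 bases more on each side, the mean MFE was −54.1 kcal/mol and the mean MFEI −0.931. Both lay within 1 SD between pre-miRNAs of the values of the shorter segments, a limit too wide to test a mean. An MFEI of −0.85 or below was found in 16 of the 19 segments. The paper chose hairpin-like sequences from contigs of the same reads, so this share is no independent test. Bna-MIR156-3 and Bna-MIR156-7 gave the same segment, and with each distinct segment taken once the mean MFE was −49.3 kcal/mol and the mean MFEI −0.988 (n = 18).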

The determined secondary structures of Bna pre-miRNAs identified in the first group showed an average MFE value of −57.16 kcal/mol, an average MFEI of −0.99 and an average GC content of 43.32% (Table S3). In addition, four mRNA sequences presented anchored miRNAs in a block-like pattern (Bna-MIR393-2; Bna-MIR393-2; Bna-MIR396; Bna-MIR1140) but did not fold into a secondary structure because they had partial mRNA sequences. However, these four sequences were considered an exception and were studied further because they showed high similarity to known Bna pre-miRNAs. 

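Table S3 lists sequences of 1 arm for Bna-MIR393-2, Bna-MIR393-3 and Bna-MIR396, so no segment between arms could be folded. For Bna-MIR1140, no contig or chain of overlapping reads joined the arms. The listed mature sequences of Bna-MIR393-2 were carried by 12 reads of the developing library and by none of the mature library. Those of Bna-MIR396 and of Bna-MIR1140 were each carried by 3 developing and 0 mature reads, which is too few to compare the libraries.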

In total, 17 new full-length and 4 partial pre-miRNA sequences were identified for 11 known Bna-miRNA families, along with 16 new 5p:3p pairs of mature Bna-miRNAs (Table 3 and Figure S2). It has been previously shown that miRNA variants, referred to as isomiRNAs, are detectable using high-throughput sequencing [36], [38], [55]. 

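Both arms were first sought in a single contig and otherwise in a chain of overlapping reads. Over the 3 groups, 38 pre-miRNAs had both arms listed, of which 13 lay in 1 contig and 36 in a contig or a chain (94.7%, 95% Clopper-Pearson interval 82.3 to 99.4). The paper found these pre-miRNAs in contigs assembled from the same reads, so their recovery here is no independent test of them. The number in 1 contig fell to 6 when k-mers had to be seen at least 3 times. The chains do not use the assembly. Of the 36, Bna-MIR156-3 and Bna-MIR156-7 gave the same segment. In the first group, 6 pre-miRNAs lay in 1 contig. The chains of the MIR156 pre-miRNAs share long stretches, and reads of different copies of the gene were not separated. Of the first-group segments, 15 had at least 10 reads. The ratio was below 1 beyond counting error for 6 of them, above 1 for 4 and not distinguishable from 1 for 5. Bna-MIR824 had the most reads, 461 in the mature and 82 in the developing library, a ratio of 0.119 (0.0928 to 0.151). Bna-MIR156-1 had 27 mature and 1 developing reads, a ratio of 0.0247 (0.0006 to 0.150). Bna-MIR156-4 had 0 mature and 42 developing reads and, taking 3 counts for the mature library, was at least 9.35-fold higher in the developing library (lower limit of the interval 7.28). The paper took contigs with hairpin-like structures and more than 10 anchored small RNA reads in a block-like pattern as putative pre-miRNAs, and from these it counted the pre-miRNAs and 5p:3p pairs of the first group. It kept the 4 partial sequences that did not fold as an exception, for their similarity to known *B. napus* pre-miRNAs.

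**Figure D1:**
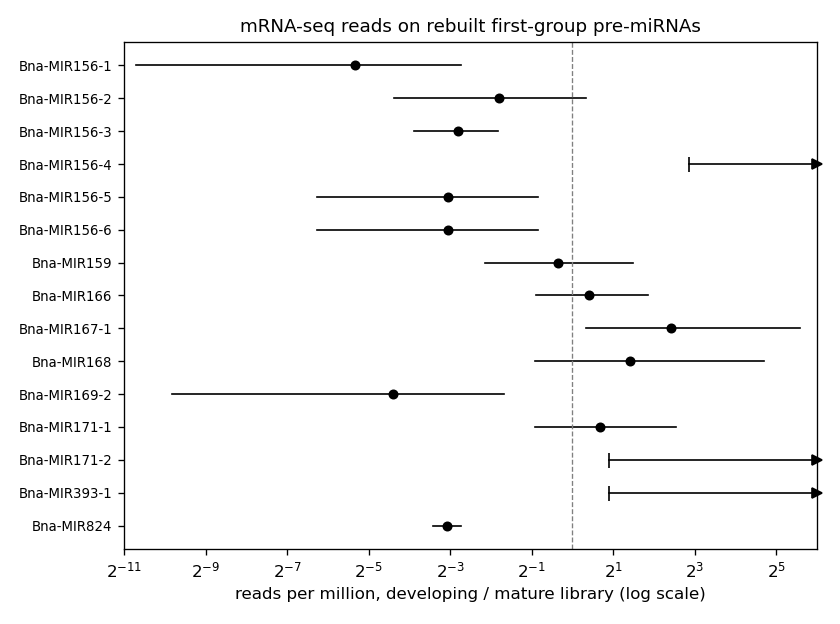
Ratio of mRNA-seq reads scaled by library size, developing over mature library, on a log scale for the 15 rebuilt first-group pre-miRNAs with at least 10 reads. Points are ratios and lines are 95% intervals of counting error, arrows mark pre-miRNAs without mature reads, and the dashed line marks equal levels; Bna-MIR824 lies at 0.119 with the narrowest interval.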

Known Bna-miRNAs and several novel isomiRNAs were detected in the predicted precursors (Table S3). The known Bna sequences represented the most abundant miRNA in eight of the 21 new precursors (Bna-MIR159, Bna-MIR166, Bna-MIR167, Bna-MIR168, Bna-MIR171 and Bna-MIR824) and were not considered new miRNAs in Table 3. The second group of new pre-miRNAs (Bna-nMIRx) comprised seven full-length and one partial pre-miRNA. 

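The mature sequences listed in Table S4 for Bna-nMIR158, Bna-nMIR162, Bna-nMIR172, Bna-nMIR394, Bna-nMIR400, Bna-nMIR408 and Bna-nMIR827 were all carried by mRNA-seq reads. The paper located them on contigs of the same reads, so their presence was given in advance. Bna-nMIR400-1 had the most, with 20 mature and 24 developing reads and a ratio of 0.802 (0.424 to 1.53). For Bna-nMIR408, 24 mature and 13 developing reads gave a ratio of 0.362 (0.169 to 0.740), the only interval of these mature sequences that left out 1. Bna-nMIR158 had 14 and 10 reads, Bna-nMIR162 had 2 and 8, and Bna-nMIR400-2 had 7 and 2. Bna-nMIR827 had 1 and 4 reads, while Bna-nMIR172 with 3 and Bna-nMIR394 with 2 had reads of the developing library alone. On the rebuilt segments with their flanks, Bna-nMIR408 had 35 mature and 13 developing reads (ratio 0.248, 0.120 to 0.481) and Bna-nMIR400-2 had 13 and 5 (0.257, 0.0717 to 0.768).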

Mature miRNA sequences of seven miRNA families (Bna-nMIR158, Bna-nMIR162, Bna-nMIR172, Bna-nMIR394, Bna-nMIR400, Bna-nMIR408 and Bna-nMIR827) that were not previously characterized in *B. napus* have been identified in these new pre-miRNAs (Table 3 and Table S4). The miRNA families MIR158 and MIR400 have been reported only in Brassicaceae species, whereas the other families are conserved in several plants. 

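Both arms were listed for 7 of the 8 second-group pre-miRNAs, and all 7 were rebuilt, 4 of them within 1 contig (Clopper-Pearson interval for the share rebuilt 59.0 to 100%). The exception in Table S4 is Bna-nMIR394. In the rebuilt segments, RNAfold paired between 16 and 21 bases of the 5p sequence, with Bna-nMIR408 at 16 and Bna-nMIR158 at 21. Of the 3p sequence it paired between 14 and 19 bases, with the same 2 pre-miRNAs at the ends.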

With the exception of one partial pre-miRNA (Bna-nMIR394), all of the new pre-miRNAs had 5p:3p arm miRNA pairs that were complementarily anchored (Figure S3). Several isomiRNAs were detected and are shown in Figure S3. Bna-nMIR827 showed one mismatch with other plant miRNAs and therefore it has not been detected on initial analysis (Table S2). The third group of pre-miRNAs comprised all sequences with characteristic hairpin-like structures with no homology to previously known plant miRNAs; these sequences were considered as novel pre-miRNAs in plants. To increase the reliability of the predictions, one additional criterion was considered: only candidate precursors with anchored mature sequences that could be found in both libraries or for which a complementary miRNA sequence could be identified in at least one library were annotated. As a result, 15 novel miRNAs, representing 13 novel Bna-miRNA families and distributed in 15 new precursors, were identified (Table 3). From these new miRNAs, 11 pre-miRNAs exhibited the 5p:3p miRNA pair (Figure S3). 

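Among the 15 third-group pre-miRNAs, Table S4 lists both arms for 11. The reads held both arms within the listed length for 10 of these (90.9%, Clopper-Pearson interval 58.7 to 99.8), 3 within 1 contig. RNAfold paired 9 bases of the 5p sequence of Bna-nMIR02, 8 of Bna-nMIR08 and at least 17 of the others. Bna-nMIR05, with a listed length of 441 nt, was not rebuilt, although 82 mature and 172 developing reads carried its mature sequences (ratio 1.40, 1.07 to 1.85). Its 5p sequence had 53 and 78 reads (0.983, 0.685 to 1.42) and its 3p sequence 29 and 94 (2.17, 1.41 to 3.41). The summed ratio therefore need not describe 1 transcript. Bna-nMIR07-1 had the most reads on its segment, 78 in the mature and 204 in the developing library, a ratio of 1.75 (1.34 to 2.30). The segment of Bna-nMIR07-2 contains that of Bna-nMIR07-1, and the reads of the shared bases were counted on Bna-nMIR07-1, so the 2 cannot be told apart. Bna-nMIR01-1 had 43 mature and 18 developing reads on its segment, a ratio of 0.280 (0.152 to 0.495). Few reads covered the segments of Bna-nMIR03 with 4, Bna-nMIR08 with 1, Bna-nMIR09 with 8 and Bna-nMIR01-2 with 8. Of the pre-miRNAs with 1 arm listed, Bna-nMIR13 had 29 mature and 29 developing reads, Bna-nMIR11 had 3 and 5, Bna-nMIR12 had 1 and 6 and Bna-nMIR14 had 2 and 0. The segments of Bna-nMIR02, Bna-nMIR04 and Bna-nMIR06 had 14, 14 and 15 reads, with intervals that include 1.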

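The segments of 17 second- and third-group pre-miRNAs had a mean MFE of −35.8 kcal/mol (SD 13.1 between pre-miRNAs, n = 17). Bna-nMIR07-2 had the lowest MFE with −64.4 kcal/mol and Bna-nMIR08 the highest with −8.80 kcal/mol. These segments run from the 5p start to the 3p end and leave out the flanks of the listed pre-miRNAs. With 10 bases more on each side, the mean moved to −45.3 kcal/mol and the highest value to −19.1 kcal/mol. Table S4 lists −20.0 kcal/mol for Bna-nMIR08, so the −8.80 kcal/mol of its shorter segment does not bear on the paper's range. For 4 pre-miRNAs, a sequence with an end printed in Figure S3 and the listed length was found in the reads. Their MFE values were −37.0 for Bna-nMIR158, −44.1 for Bna-nMIR172, −34.2 for Bna-nMIR827 and −21.6 kcal/mol for Bna-nMIR13. The values reported in Table S4 for the same 4 are −36.2, −43.9, −33.3 and −21.2 kcal/mol.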

The average MFE value of the 23 newly predicted pre-miRNAs (plant conserved and novel) was −46.67 kcal/mol with a range of −8.7 to −131.5 kcal/mol (Table S4). 

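The same 17 segments had a mean length of 89.4 nt (SD 21.5) and a mean GC content of 38.0% (SD 5.13). Their mean MFEI was −1.04 (SD 0.218). With the 10 added bases on each side, the mean length was 108 nt and the mean MFEI −1.07.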

The average length of the pre-miRNAs was 131 nt with a MFEI of −0.92 and a GC content of 39%. In accordance with previous results [33], the majority of the newly identified miRNA sequences had uracil (U) as their first nucleotide (Table S4).

### Expression Profile of B. napus miRNAs

The large number of sequences produced by high-throughput sequencing enables the use of read counts in libraries as a reliable source for estimating the abundance of miRNAs [56], [57], [58]. The most abundant miRNAs identified by sequence homology in the libraries were MIR156, MIR159, MIR166, MIR167 and MIR824, each with more than 100,000 reads sequenced (Figure 3a). The majority of the conserved miRNAs that were identified had been sequenced less than 1,000 times, and 11 miRNA families had been detected less than 10 times. Although the total number of unique miRNAs detected in both libraries were similar, the number of total reads was higher in the mature seed library, where 1,581,402 reads (196 miRNAs) were identified, compared to 368,538 reads (172 miRNAs) in the developing seed library. A few poorly represented miRNA families, namely, MIR828 and MIR2111, were predominantly detected in the developing seed library (Figure 3a). Sharp differences in read abundance were also observed within members of one family and between miRNA libraries. For example, the abundance of MIR156/157 members ranged from 2 to 155 844 reads in the mature library and from 1 to 2 135 in the developing library. Comparisons between the normalized data suggested that 79 conserved miRNAs were differentially represented between the two libraries (Table S2). Differentially represented miRNAs in the developing seed library that exhibited more than a 2-fold change are shown in Figure 3b. Some members of MIR156/157, MIR162, MIR164, MIR168, MIR169, MIR172, MIR393, MIR395, MIR396, MIR398, MIR399, MIR828 and MIR1140 were more represented in developing seeds than in mature seeds (Figure 3b). On the contrary, some members of MIR156/157, MIR169, MIR319, MIR390, MIR391, MIR403, MIR824 and MIR1885 were more represented in mature seeds than in developing seeds (Figure 3b).

**Figure 3:**
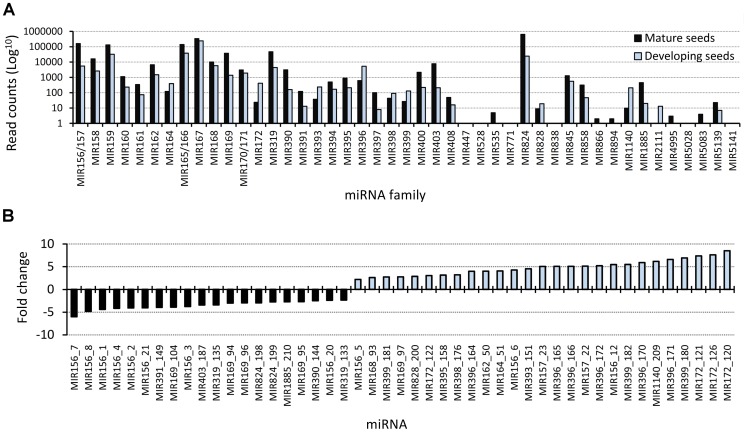
Sequencing profile of plant conserved miRNAs in *B. napus* seed libraries. (**A**) Number of total read counts of each miRNA in the mature and developing seed libraries of *B. napus*. (**B**) Mature miRNAs differentially expressed in the developing seed library and with fold-change higher than 2,0. Black bars represent miRNAs that were more abundant in mature seeds; blue bars represent miRNAs that were more abundant in developing seeds.

### Target Prediction of B. napus miRNAs

To infer the biological functions of the 23 newly identified miRNAs (plant conserved and novel), putative target genes were searched. The most abundant mature miRNAs were aligned to assembled *B. napus* contigs using the web-based computer server psRNATarget. Default parameters and a maximum expectation value of 4 (number of mismatches allowed) were used for higher prediction coverage. A total of 105 contigs matched miRNAs of the 14 novel and 8 known plant miRNA families identified in *B. napus*, representing 89 unique potential targets with an average of four targets per miRNA molecule. 

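Target sites were searched on both strands of the 257620 contigs with the 22 different mature sequences of Table S4, counting 1 for a mismatch and 0.5 for a G:U pair over the first 20 bases. Gaps and target accessibility were not considered. A site with a score of at most 4 was found in 5399 contigs, and shuffled versions of the same sequences gave 3249 contigs on average over 5 shuffles. A limit of 3 left 479 contigs, against 230 for shuffled sequences. Scoring all bases gave 2869 contigs, and contigs of at least 200 bp with a site numbered 2153. The sequence of Bna-nMIR12, TGGCTTCATCAGATAGTC, is the shortest of those searched and alone had sites in 1689 contigs. That of Bna-nMIR04, TTTTGCGTTTCAACTCGGTCC, had sites in 182 contigs besides the 1 that holds the miRNA itself. Those 182 contigs had 5128 mature and 9314 developing reads, a ratio of 1.21 (1.17 to 1.26). Summed over all contigs, the ratio was 1.02. In a test added after the data were seen, the contigs with a Bna-nMIR04 site and at least 10 reads had a median log2 ratio of 0.52, at the 95.08 percentile of 10000 random lists matched on mean expression (95% range of the lists 0.02 to 0.56), so the list lay within the range of matched lists.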

All of the identified targets were analyzed using a BLASTX against protein databases, followed by GO analysis to evaluate their putative functions. The detailed results of the best BLASTX hits are shown in Table S5. According to the categorization of GO annotation, 103 genes are involved in cellular components, with the majority of them localized in the nucleus and organelles. In the category of molecular functions, 103 genes participate in catalytic activities and binding activities with proteins and nucleic acids. With respect to biological processes, 95 genes primarily took part in responses to stimulus and different cellular and metabolic processes, suggesting that the novel Bna-miRNAs are involved in a broad range of physiological functions (Figure S4). We searched the putative target genes for differentially represented miRNAs and isomiRNAs shown in Table S2 and S3 to investigate whether these miRNAs regulate target genes involved in seed development and energy storage in *B. napus*. 

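A sequence was assigned to 79 of the 82 miRNAs named in Table S6 from Tables S2, S3 and S4. The 44 sequences marked as overrepresented had a site with a score of at most 4 in 6209 contigs, and the 35 marked as underrepresented in 4164. Shuffled sequences gave 6049 and 4470 contigs. With a limit of 3, 525 and 385 contigs remained, against 438 and 314 for shuffled sequences. For all 98 different sequences of Tables S4 and S6 together, 13742 contigs had a site of score at most 4 and 13398 contigs a site for shuffled sequences. Limits under 3 were added after the counts had been seen. At a limit of 1.5, the 98 sequences had sites in 82 contigs, against 7.80 for shuffled sequences. These include contigs that carry a searched miRNA sequence and hold a perfect site on their other strand. Without the 57 contigs that carry a sequence listed in Tables S2, S3 or S4, 33 contigs remained at 1.5, against 7.80. Only exact copies were taken out, so contigs of similar precursors can remain and need not be targets.

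**Figure D2:**
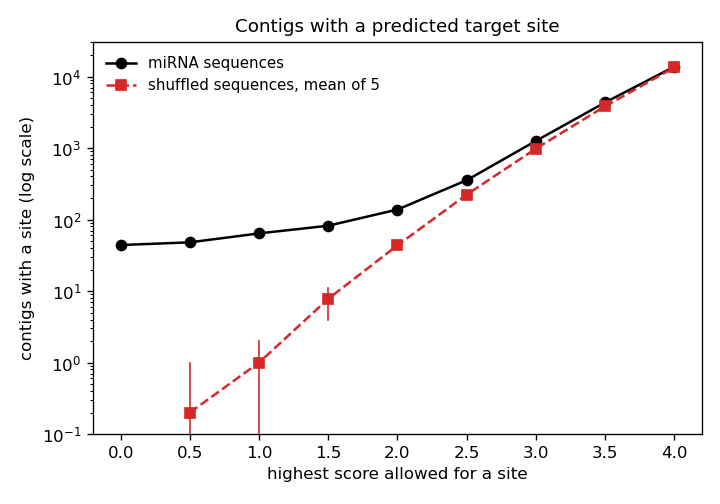
Number of contigs with a predicted target site, on a log scale, by the highest score allowed for a site, for the 98 miRNA sequences and for their shuffled versions, with lines from the lowest to the highest of the 5 shuffles. The curves are at 82 and 7.80 contigs at a score of 1.5 and meet at a score of 4, with 13742 and 13398 contigs.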

We found that 313 contigs were potential targets of 44 overrepresented miRNAs and 221 contigs were potential targets of 36 underrepresented miRNAs in the developing library (Table S6). In total, an average of seven targets per miRNA molecule was identified. According to the categorization of GO annotation, 436 genes are involved in cellular components, and 489 genes have been classified within categories of molecular function (Figure 4). With respect to biological processes (424 genes), miRNAs that were more abundant in mature than in developing seeds were found to potentially target genes that took part in growth, developmental processes, multicellular organismal process and biological regulation, along with different cellular and metabolic processes and responses to stimulus (Figure 4).

**Figure 4:**
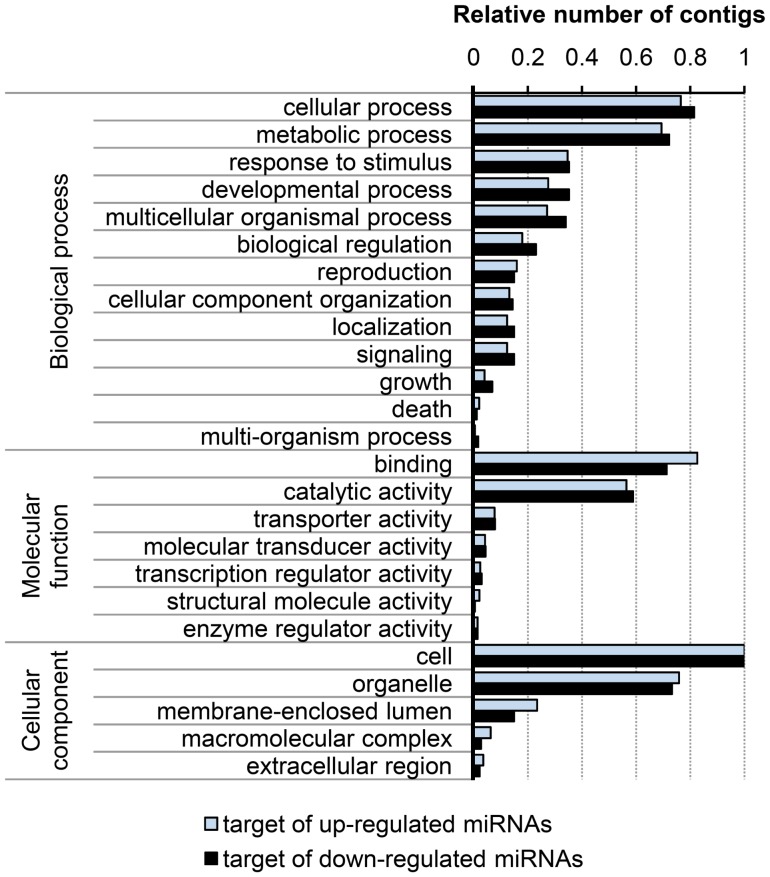
Targets of differentially expressed miRNAs in developing seeds of *B. napus.* The total number of contigs for each Gene Ontology (GO) term is relative to the total number of contigs in each gene category.

## Discussion

MiRNAs have been shown to play critical roles in the regulation of gene expression during plant development and in species-specific adaptation processes. In this study, we profiled by deep sequencing the microRNAome of the mature and immature stages of *B. napus* seeds. A total of 59 miRNA families were detected in the sRNA libraries (Tables S2 and 3). The families detected here increase the number of 17 miRNA families previously described in *B. napus* in the miRBase registry. We describe 29 miRNA new families in *B. napus* but conserved in other plants, and 13 families that were reported for the first time in plants.

A large number of reads were sequenced from both miRNA libraries of developing seeds and mature seeds of *B. napus*, providing a good representation of the miRNA population in seeds (Table 1). As expected, most of the highly conserved miRNAs in diverse plant species were also the most abundant in *B. napus* seeds. In addition, the conserved miRNA families of *B. napus* showed the higher number of members per family [30], [31]. miRNA families described only in Brassicaceae species were identified (MIR158, MIR161, MIR391, MIR400, MIR447, MIR771, MIR824, MIR838, MIR858 and MIR866) along with two families (MIR1885 and MIR1140) that could be specific to the genus *Brassica*. MIR1885, which was previously only identified in *B. rapa*, has been detected in the present *B. napus* libraries, and Bna MIR1140 was recently detected in *B. rapa* [39]. These results suggest that both the ancient regulatory pathways mediated by evolutionarily conserved miRNAs as well as novel and specialized pathways unique to Brassicaceae species, are present in *B. napus* [30], [31]. Nearly all of the unique Bna-miRNA sequences described in miRBase were detected, and all of the Bna-miRNA families were represented in at least one library. In addition, the identification of Bna pre-miRNAs allowed for the identification of several isomiRNAs that were identical to some conserved miRNAs identified in Table S2 and often more abundant than the known Bna sequences (Tables S2 and S3). Because the Bna-miRNA sequences deposited in miRBase were mainly identified by sequence homology and cloning of miRNAs isolated from whole plant tissues, it is tempting to conclude that the most abundant miRNA sequences detected in this study are seed specific. Although similar conclusions were proposed in rice [34], this observation is likely to reflect the increased detection power of the deep sequencing strategy and the limited computational analysis due to an incomplete genome.

To predict new miRNAs with confidence, we identified precursor sequences according to the strict criteria of having sharply defined distribution patterns of one or two block-like anchored sRNAs and at least 11 reads in total. It was previously found that the read depth distribution along putative pre-miRNAs can be used as a reliable guide for differentiating possible miRNAs from contaminant sequences, such as degradation products of mRNAs or transcripts that are simultaneously expressed in both the sense and antisense orientations [59]. In addition, the average MFE and MFEI of the predicted stem-loop structures of the pre-miRNAs values were within the confidence values suggested by [54] and are similar to the length average, MFE, MFEI and GC content of pre-miRNAs from other plant species, such as Arabidopsis [60]. For the majority of the new miRNAs, the complementary miRNA species (5p:3p pairs) were detected in our libraries, providing strong evidence that they derived from precisely processed stem-loops during miRNA biogenesis [6]. During the preparation of this manuscript, [41] reported nine new miRNA families in the very early stages of *B. napus* seed development. Bna-nMIR03, which was detected in both the developing and mature libraries in the present study, showed an identical sequence to one of the miRNA families presented by [41]. Taken together, these results strongly suggest that genuinely new Bna-miRNAs have been predicted, and also demonstrate that using a combination of sRNA and mRNA sequencing is a powerful strategy to discover new miRNAs in plants without an available genome.

In this study, 23 new miRNAs have been identified in *B. napus* seed libraries (Table S4). Furthermore, several miRNAs and isomiRNAs were more represented in developing seeds and may regulate the expression of target genes involved in seed development and energy storage in *B. napus* (Figure 3b, Tables S2 and S3). To infer about the biological significance of the results, *in silico* target predictions with the permissive expectation value of 4 were chosen. This strategy, which can include false targets, were previously used to successful predict true alternative targets that can be species or tissue-specific [61], [62]. 

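Transcript levels in the mRNA-seq libraries were compared for the contigs with predicted sites. For the miRNAs marked in Table S6 as more abundant in developing seeds, 4343 contigs with at least 10 reads had a median log2 ratio of 0.25. That median lay at the 96.45 percentile of 10000 random lists of the same size matched on mean expression, whose own median was 0.21. For the miRNAs marked as more abundant in mature seeds, 2656 contigs had a median of 0.21, at the 35.69 percentile. Contigs with sites for both sets, 614 in number, were left out. Counting each distinct sequence once placed them at 99.93 and 46.48. At a score of at most 3 the lists lay at 66.04 and 69.91. With a score of at most 2, a limit added after the data were seen, and without contigs that carry a listed miRNA sequence, single miRNAs of Table S6 were looked at. Of those marked as more abundant in mature seeds, MIR156_1, paired with an auxin efflux carrier, and MIR156_3, paired with an SCL gene, differ by 1 base at the start and had sites in the same 2 contigs, with 2 mature and 49 developing reads (ratio 16.4, 4.30 to 139). MIR393_151, paired with auxin F-box genes, is marked in the same way in Table S6 but has a log2 ratio of 4.54 in Table S2, and it had 3 contigs with 131 and 127 reads (0.648, 0.503 to 0.833). The others are marked as more abundant in developing seeds. Bna_393-1_1, also paired with auxin F-box genes, had 1 of these 3 contigs, with 70 and 27 reads (0.258, 0.159 to 0.407). MIR393_151 and Bna_393-1_1 are opposite arms of the Bna-MIR393-1 segment, and both strands of the contigs were searched. A site for 1 arm can therefore count for the other on the opposite strand, so the shared contig need not be a target of both. MIR164_51, paired with NAC genes, had 7 contigs with 9 and 143 reads (10.6, 5.44 to 23.7). MIR172_120, paired with a TOE gene, had 8 contigs with 62 and 232 reads (interval of the ratio 1.88 to 3.36). MIR171_112, paired with SCL genes, had 1 contig with a ratio of 0.719 (0.575 to 0.898). MIR168_88, paired with a NAC gene, had no contig at this limit. Neither had MIR167_77, paired with ARF genes, which had 150 contigs at a score of at most 4. At a score of at most 2 and without contigs that carry a listed sequence, shuffled versions of the 98 sequences gave 50.1% as many contigs. Any single site above may therefore be chance, or a near copy of a miRNA sequence, since only exact copies were left out. The genes of the contigs above were not analysed here.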

GO annotation analyses suggested that miRNAs more abundantly present in mature seeds are probably involved in the down-regulation of genes that are more important during seed development, namely genes related to auxin signaling (ARFs, F-boxes, auxin efflux carrier component) or essential transcription factors in the regulation of plant development (NAC, SCL, TOE) [63]–[65]. Because the accumulation of dry matter for seed germination is the main priority of developing seeds, a large number of target genes may participate in these processes. Interestingly, some of the targets from the differentially abundant MIR156, MIR167, MIR169, MIR171, MIR319 and MIR396 were related to lipid metabolism (Table S6). Defects in ethanolamine-phosphate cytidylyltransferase, which is the target of Bna-nMIR04 and is predicted to be involved in lipid metabolic process, have been shown to affect embryonic and postembryonic development in Arabidopsis [66]. In conclusion, some potentially valuable targets emerge from the analysis that would be interesting to validate. Further investigation in the role of seed-specific miRNAs will contribute to the knowledge of the energy storage process in seeds.

This work provides a comparative study of the miRNA content of the transcriptome of mature and developing seeds of *B. napus*. The results will support future research on deeper studies of individual Bna-miRNAs and their function on embryogenesis and seed maturation. It is clear that the identification of miRNAs is not yet complete in *B. napus* and that the release of the genome sequences will be essential to fully understand the complete miRNA repertoire. One future endeavor is to look for more novel miRNAs; however, expression analysis and target validation will be critical for determining the biological functions of both the conserved and novel miRNAs identified during each developing seed stage of different *B. napus* cultivars.

### Accession Numbers

Sequencing data is available at the NCBI Gene Expression Omnibus (GEO) ([http://www.ncbi.nlm.nih.gov/geo]). The accession number GSE38020 contain the sequence data of mature and developing seed libraries from mRNA-seq and sRNA-seq.

## Supporting Information

Figure S1 **Flow chart of the procedure for the identification of miRNAs.**
(TIF) Click here for additional data file.

Figure S2 **Predicted secondary structures of the new pre-miRNAs of known** ***B. napus*** **miRNA families.** Secondary structures and the locations of the miRNAs mapped onto these precursors. Mature miRNAs located in the 5p and 3p arms are labeled in magenta and red, respectively.
(PDF) Click here for additional data file.

Figure S3 **Predicted secondary structures of new pre-miRNAs in** ***B. napus*** **.** Secondary structures of candidate miRNA precursors of new *B. napus* miRNA families (Bna-nMIRx), their locations and the abundance of small RNAs mapped onto these precursors. Mature miRNAs located in the 5p and 3p arms are labeled in magenta and red, respectively. Values on the left side of the miRNA sequence represent read counts in the mature and developing seed libraries, respectively.
(PDF) Click here for additional data file.

Figure S4 **Distribution of target genes of new Bna-miRNAs in gene categories and Gene Ontology (GO) terms.**
(TIF) Click here for additional data file.

Table S1 **Length distribution of raw reads of** ***B. napus*** **small RNAs libraries.**
(XLS) Click here for additional data file.

Table S2 **New and Bna-known miRNAs identified in small RNA libraries.** *B. napus* miRNAs with perfect homology to plant miRNAs deposited in the miRBase database (release 18, November 2011).
(XLS) Click here for additional data file.

Table S3 **New and Bna-known putative miRNA precursors identified in** ***B. napus*** **miRNA families.**
(XLS) Click here for additional data file.

Table S4 **New miRNAs and pre-miRNAs identified in** ***B. napus*** **libraries.** Sequences were classified as known or as novel plant miRNA families.
(XLS) Click here for additional data file.

Table S5 **Predicted targets of novel and plant conserved miRNAs in** ***B. napus*** **.**
(XLS) Click here for additional data file.

Table S6 **Predicted targets of differentially expressed miRNAs in** ***B. napus*** **.**
(XLS) Click here for additional data file.

# Supplementary material for: Identifying Conserved and Novel MicroRNAs in Developing Seeds of Brassica napus Using Deep Sequencing
**Source:** PLoS One. 2012 Nov 30;7(11):e50663. doi: 10.1371/journal.pone.0050663

**Fig. S2.** Secondary structures of the new *B.napus* miRNA candidate precursors of known plant miRNA families and location small RNAs mapped to these precursors.

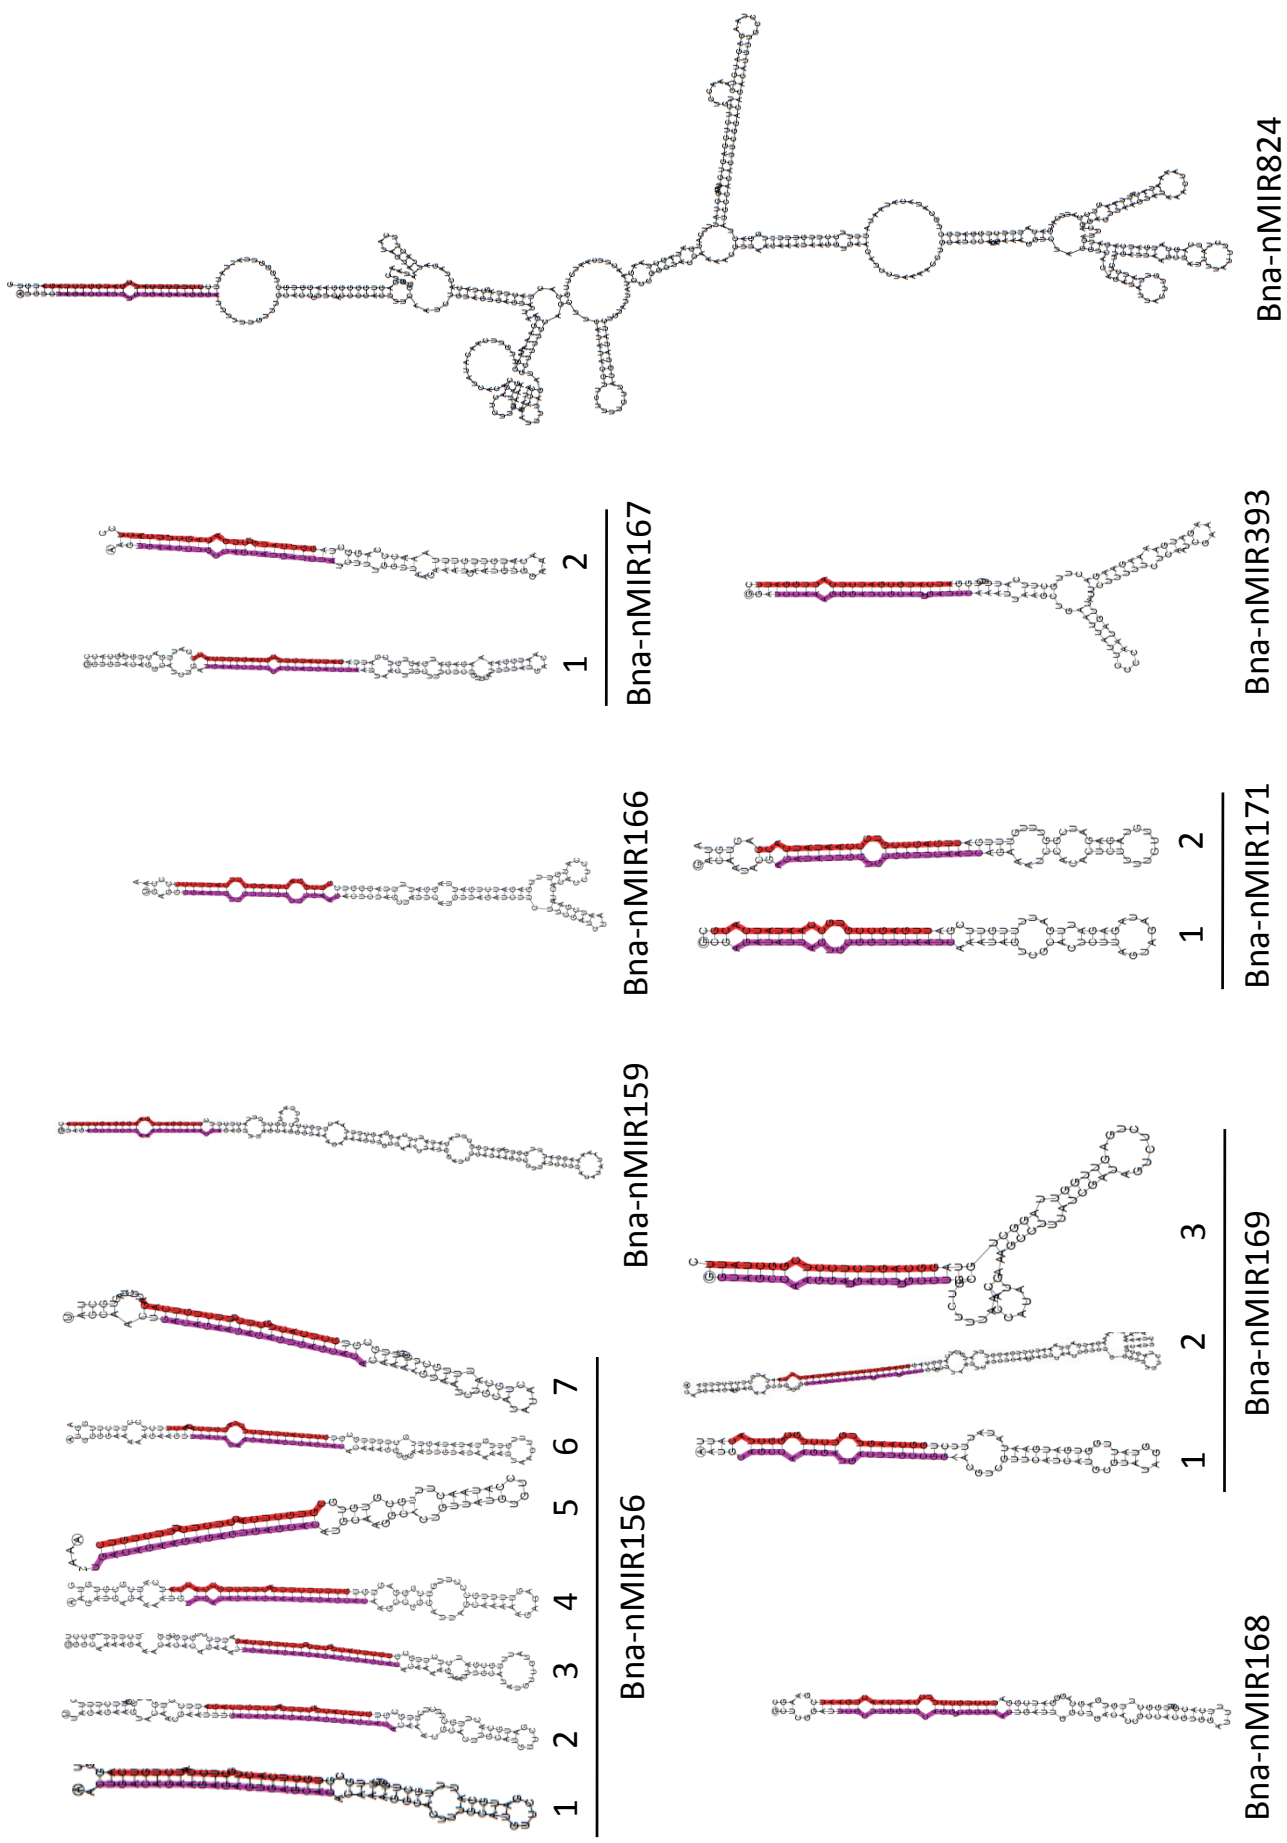

**Supplement:** Figure S2 — Predicted secondary structures of the new pre-miRNAs of known B. napus miRNA families. Secondary structures and the locations of the miRNAs mapped onto these precursors. Mature miRNAs located in the 5p and 3p arms are labeled in magenta and red, respectively.

# Supplementary material for: Identifying Conserved and Novel MicroRNAs in Developing Seeds of Brassica napus Using Deep Sequencing
**Source:** PLoS One. 2012 Nov 30;7(11):e50663. doi: 10.1371/journal.pone.0050663

**Fig. S3. Predicted secondary structures of new miRNA candidates in the *B. napus*.** Secondary structures of candidate miRNA precursors of new *B. napus* miRNA families (Bna-nMIRx), their locations and the expression of small RNAs mapped onto these precursors. Sequences of miRNA candidates located in the 5p and 3p arms are labeled in purple and red, respectively. Values on the left side of the miRNA sequence represent read counts in the mature and developing seed libraries, respectively.

## Bna-nMIR158

|  |            |        |                                                                                             |
|--|------------|--------|---------------------------------------------------------------------------------------------|
|  | mir158     | 100.0% | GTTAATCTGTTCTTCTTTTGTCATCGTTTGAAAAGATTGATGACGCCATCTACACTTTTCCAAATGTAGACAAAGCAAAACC GTGATGAC |
|  | 4570_19743 | 100.0% | ----- <b>CTTTGGCTATCGTTTGAAAAG</b> -----                                                    |
|  | 1841_525   | 100.0% | -----TCTTCTTTTGTCATCGTTTGGA-----                                                            |
|  | 146_388    | 100.0% | -----CTTTGGCTATCGTTTGAAAAGA-----                                                            |
|  | 301_56     | 100.0% | -----TTTGTCATCGTTTGAAAAGA-----                                                              |
|  | 95_156     | 100.0% | -----CTTTGGCTATCGTTTGAAAA-----                                                              |
|  | 56_119     | 100.0% | -----TTTGTCATCGTTTGAAAAG-----                                                               |
|  | 17_41      | 100.0% | -----CTTTGGCTATCGTTTGAAA-----                                                               |
|  | 9_41       | 100.0% | -----CTTTGGCTATCGTTTGGA-----                                                                |
|  | 128_33     | 100.0% | -----TCTTCTTTTGTCATCGTTTGGA-----                                                            |
|  | 0_20       | 100.0% | -----CTTTGGCTATCGTTTGAAAAGAT-----                                                           |
|  | 7_13       | 100.0% | -----CTTTGGCTATCGTTTGGA-----                                                                |
|  | 2_10       | 100.0% | -------TGTCTATCGTTTGAAAAG-----                                                              |
|  | 0_8        | 100.0% | -----CTTTGGCTATCGTTTGAAAAGATT-----                                                          |
|  | 14_3       | 100.0% | -----TCTTCTTTTGTCATCGTTTGG-----                                                             |
|  | 6_1        | 100.0% | -----CTTCTTTTGTCATCGTTTGGA-----                                                             |
|  | 51040_3533 | 100.0% | ----- <b>TTTCCAAATGTAGACAAAGCA</b> -----                                                    |
|  | 3557_361   | 100.0% | -----TTCCAAATGTAGACAAAGCA-----                                                              |
|  | 2542_149   | 100.0% | -----TTTCCAAATGTAGACAAAGC-----                                                              |
|  | 633_32     | 100.0% | -----TTTCCAAATGTAGACAAAG-----                                                               |
|  | 160_12     | 100.0% | -----TTTCCAAATGTAGACAAA-----                                                                |
|  | 107_13     | 100.0% | -----TTTTCCAAATGTAGACAAAGC-----                                                             |
|  | 68_6       | 100.0% | -----TTTCCAAATGTAGACAAAGCAA-----                                                            |
|  | 60_18      | 100.0% | -----CCAAATGTAGACAAAGCA-----                                                                |
|  | 57_2       | 100.0% | -----TCCAAATGTAGACAAAGCA-----                                                               |
|  | 46_3       | 100.0% | -----TTCCAAATGTAGACAAAGC-----                                                               |
|  | 12_1       | 100.0% | -----TTTTCCAAATGTAGACAAAGCA-----                                                            |
|  | 9_7        | 100.0% | -----CCAAATGTAGACAAAGCAAAAC-----                                                            |
|  | 8_2        | 100.0% | -----TTCCAAATGTAGACAAAG-----                                                                |
|  | 3_23       | 100.0% | -----CAAATGTAGACAAAGCAAAAC-----                                                             |

Bna-nMIR162

|           |        |                                                                                                           |  |  |  |  |  |  |  |  |  |       |  |
|-----------|--------|-----------------------------------------------------------------------------------------------------------|--|--|--|--|--|--|--|--|--|-------|--|
| 1 [       |        | . . . . . : . . . . . 1                                                                                   |  |  |  |  |  |  |  |  |  | ] 116 |  |
| mir162    | 100.0% | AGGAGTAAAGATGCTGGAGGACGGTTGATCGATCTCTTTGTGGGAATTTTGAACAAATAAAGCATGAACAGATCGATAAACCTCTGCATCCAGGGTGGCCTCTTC |  |  |  |  |  |  |  |  |  |       |  |
| 29_21     | 100.0% | -----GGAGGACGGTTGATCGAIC-----                                                                             |  |  |  |  |  |  |  |  |  |       |  |
| 6790_1470 | 100.0% | -----TCGATAAACCTCTGCATCCAG-----                                                                           |  |  |  |  |  |  |  |  |  |       |  |
| 17_5      | 100.0% | -----GATAAACCTCTGCATCCAG-----                                                                             |  |  |  |  |  |  |  |  |  |       |  |
| 16_5      | 100.0% | -----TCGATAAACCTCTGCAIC-----                                                                              |  |  |  |  |  |  |  |  |  |       |  |
| 16_4      | 100.0% | -----TCGATAAACCTCTGCATCCAGC-----                                                                          |  |  |  |  |  |  |  |  |  |       |  |
| 14_4      | 100.0% | -----CGATAAACCTCTGCATCCAG-----                                                                            |  |  |  |  |  |  |  |  |  |       |  |
| 8_2       | 100.0% | -----TCGATAAACCTCTGCATCCA-----                                                                            |  |  |  |  |  |  |  |  |  |       |  |
| 5_1       | 100.0% | -----TCGATAAACCTCTGCATCC-----                                                                             |  |  |  |  |  |  |  |  |  |       |  |

Bna-nMIR172

|         |        |                                                                                                         |  |  |  |  |  |  |  |  |  |                   |  |
|---------|--------|---------------------------------------------------------------------------------------------------------|--|--|--|--|--|--|--|--|--|-------------------|--|
| 1 [     |        | . . . . . :                                                                                             |  |  |  |  |  |  |  |  |  | . . . . . 1 ] 103 |  |
| mir172  | 100.0% | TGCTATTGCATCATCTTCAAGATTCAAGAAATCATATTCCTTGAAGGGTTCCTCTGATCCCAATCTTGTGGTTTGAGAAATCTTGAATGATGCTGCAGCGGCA |  |  |  |  |  |  |  |  |  |                   |  |
| 16_1424 | 100.0% | -----GCATCATCTTCAAGATTCAGA-----                                                                         |  |  |  |  |  |  |  |  |  |                   |  |
| 2_209   | 100.0% | -----AGAAATCTTGAATGATGCTGCAG-----                                                                       |  |  |  |  |  |  |  |  |  |                   |  |
| 0_6     | 100.0% | -----GAGAAATCTTGAATGATGCTGCA-----                                                                       |  |  |  |  |  |  |  |  |  |                   |  |

# Bna-nMIR400

[illegible][illegible]# Bna-nMIR408

[illegible]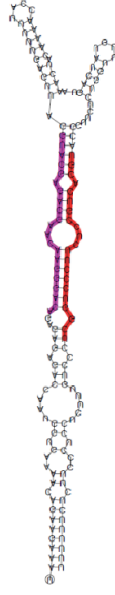

# Bna-nMIR827

|         |        |                                                                                |   |   |   |   |   |   |   |    |    |
|---------|--------|--------------------------------------------------------------------------------|---|---|---|---|---|---|---|----|----|
|         | 1      | [                                                                              | . | . | . | : | . | . | . | .] | 81 |
| mir827  | 100.0% | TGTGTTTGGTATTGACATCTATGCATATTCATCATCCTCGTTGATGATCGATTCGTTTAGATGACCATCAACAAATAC |   |   |   |   |   |   |   |    |    |
| 17_12   | 100.0% | -----TTTGTTGATTGACACTAATGC-----                                                |   |   |   |   |   |   |   |    |    |
| 197_136 | 100.0% | -----TTAGATGACCATCAACAAAATA-----                                               |   |   |   |   |   |   |   |    |    |

Bna-nMIR394

|   |                    |        |                                                                                                                                                   |     |
|---|--------------------|--------|---------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| 1 | mir394_contig45638 | 100.0% | 1                                                                                                                                                 | 152 |
| 2 | 155_133            | 100.0% | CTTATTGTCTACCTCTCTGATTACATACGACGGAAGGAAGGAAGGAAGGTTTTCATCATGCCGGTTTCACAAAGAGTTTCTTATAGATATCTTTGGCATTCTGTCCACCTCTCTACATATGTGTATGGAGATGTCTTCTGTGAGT |     |
| 3 | 506_168            | 100.0% | -----TTTGGCATTCTGTCCACCTCC-----                                                                                                                   |     |
|   |                    |        | -----TTGGCATTCTGTCCACCTCC-----                                                                                                                    |     |

Bna-nMIR396

|   |                    |        |                                                                                                        |     |
|---|--------------------|--------|--------------------------------------------------------------------------------------------------------|-----|
| 1 | mir396_contig77341 | 100.0% | 1                                                                                                      | 100 |
| 2 | 10_277             | 100.0% | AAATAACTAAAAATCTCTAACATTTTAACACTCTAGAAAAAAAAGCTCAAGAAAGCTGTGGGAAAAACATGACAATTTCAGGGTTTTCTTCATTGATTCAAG |     |
| 3 | 0_19               | 100.0% | -----GCTCAAGAAAGCTGTGGGAA-----                                                                         |     |
| 4 | 12_199             | 100.0% | -----AGCTCAAGAAAGCTGTGGGAA-----                                                                        |     |
| 5 | 7_169              | 100.0% | -----CTCAAGAAAGCTGTGGGAA-----                                                                          |     |
| 6 | 0_14               | 100.0% | -----AAGCTCAAGAAAGCTGTGGGA-----                                                                        |     |
| 7 | 0_8                | 100.0% | -----CTCAAGAAAGCTGTGGAAAA-----                                                                         |     |
| 8 | 0_11               | 100.0% | -----GCTCAAGAAAGCTGTGGGA-----                                                                          |     |
| 9 | 0_10               | 100.0% | -----AAAGCTGTGGGAAAAACATGAC-----                                                                       |     |
|   |                    |        | -----AAGCTGTGGGAAAAACATGACA-----                                                                       |     |

## Bna-nMIR01

[illegible][illegible]# Bna-nMIR02

[illegible]# Bna-nMIR03

[illegible]# Bna-nMIR04

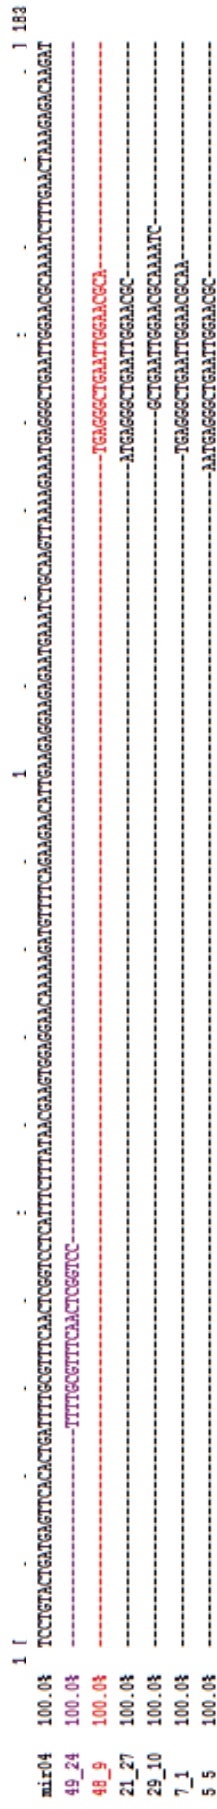# Bna-nMIR05

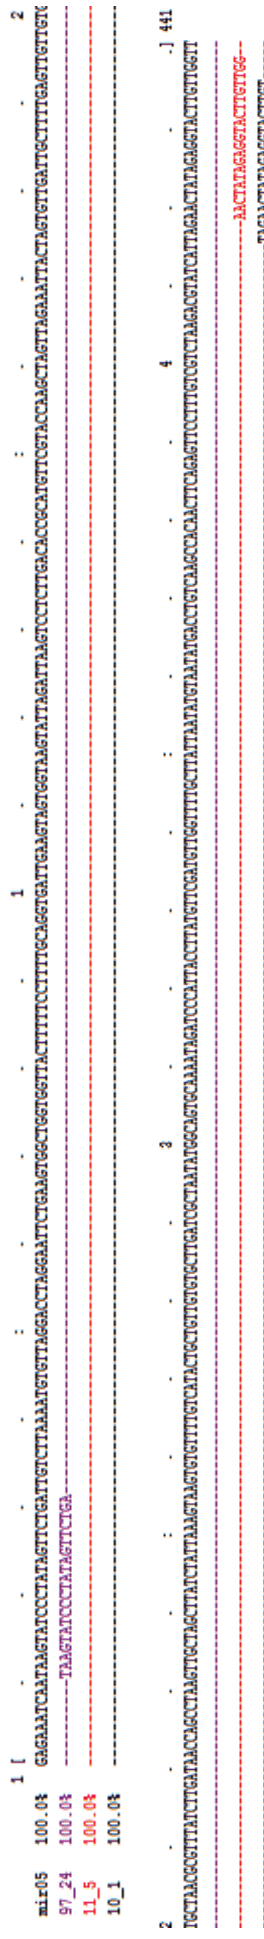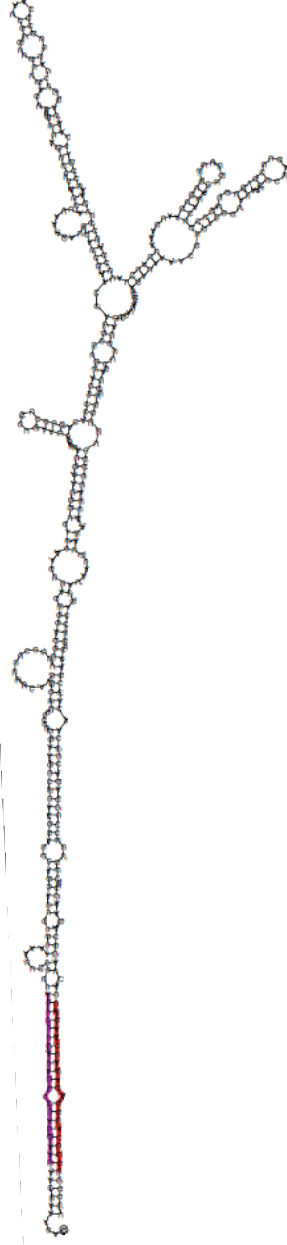

Bna-nMIR06

|        |        |   |                                                                                                                                                               |     |
|--------|--------|---|---------------------------------------------------------------------------------------------------------------------------------------------------------------|-----|
| mir06  | 100.0% | 1 | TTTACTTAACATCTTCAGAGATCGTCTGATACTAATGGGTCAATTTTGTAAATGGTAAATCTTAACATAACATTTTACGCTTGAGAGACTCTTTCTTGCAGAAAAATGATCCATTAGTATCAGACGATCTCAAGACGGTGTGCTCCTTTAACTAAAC | 163 |
| 103_19 | 100.0% |   | -----TGGTCTGATACTAATGGGTCA-----                                                                                                                               |     |
| 84_28  | 100.0% |   | -----AGATCGTCTGATACTAATGGG-----                                                                                                                               |     |
| 9_0    | 100.0% |   | -----GATCGTCTGATACTAATGGG-----                                                                                                                                |     |
| 72_4   | 100.0% |   | -----TCCATTAGTATCAGACGATCT-----                                                                                                                               |     |
| 8_25   | 100.0% |   | -----ATCCATTAGTATCAGACGATC-----                                                                                                                               |     |
| 13_10  | 100.0% |   | -----TGAATCCATTAGTATCAGACGA-----                                                                                                                              |     |
| 10_1   | 100.0% |   | -----CAATTAGTATCAGACGATCTCA-----                                                                                                                              |     |

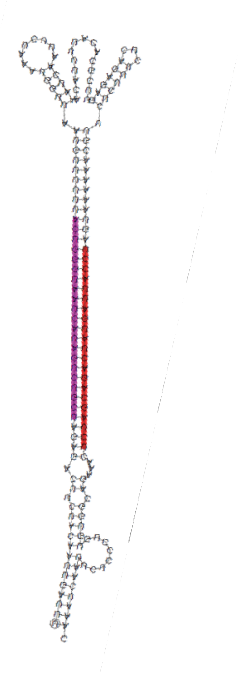

# Bna-nMIR07

Bna-nMIR08

|       |        |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
|-------|--------|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|-----|
|       |        | 1 | [ | . | . | . | . | . | . | : | . | . | . | . | . | . | . | . | . | ] | 100 |
| mir08 | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 3_7   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 4_3   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 2_0   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 3_0   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 1_0   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 1_1   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 0_2   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 0_1   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |

Bna-nMIR09

|       |        |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
|-------|--------|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|---|-----|
|       |        | 1 | [ | . | . | . | . | . | . | : | . | . | . | . | . | . | . | . | . | ] | 117 |
| mir09 | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 8_0   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |
| 7_6   | 100.0% |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |   |     |

Bna-nMIR11

|       |        |  |   |   |                                                                                         |                  |   |   |   |   |   |   |   |   |   |   |   |   |   |   |       |
|-------|--------|--|---|---|-----------------------------------------------------------------------------------------|------------------|---|---|---|---|---|---|---|---|---|---|---|---|---|---|-------|
|       |        |  | 1 | [ | .                                                                                       | .                | . | . | . | : | . | . | . | . | . | . | . | . | . | 1 | ] 110 |
| mir11 | 100.0% |  |   |   | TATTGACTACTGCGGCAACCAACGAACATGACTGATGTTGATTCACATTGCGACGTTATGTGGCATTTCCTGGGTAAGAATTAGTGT | TTTTTTTGTGCTGCAG |   |   |   |   |   |   |   |   |   |   |   |   |   |   |       |
| 21_14 | 100.0% |  |   |   | -----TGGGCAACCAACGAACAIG-----                                                           |                  |   |   |   |   |   |   |   |   |   |   |   |   |   |   |       |
| 4_0   | 100.0% |  |   |   | -----ACTGCGGCAACCAACGAACATGA-----                                                       |                  |   |   |   |   |   |   |   |   |   |   |   |   |   |   |       |

Bna-nMIR12

|       |        |  |   |   |                                                                              |   |   |   |   |   |   |   |   |   |   |   |   |   |   |    |      |
|-------|--------|--|---|---|------------------------------------------------------------------------------|---|---|---|---|---|---|---|---|---|---|---|---|---|---|----|------|
|       |        |  | 1 | [ | .                                                                            | . | . | . | . | : | . | . | . | . | . | . | . | . | . | 77 | ] 77 |
| mir12 | 100.0% |  |   |   | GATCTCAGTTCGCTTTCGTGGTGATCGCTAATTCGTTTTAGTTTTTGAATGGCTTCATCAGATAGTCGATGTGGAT |   |   |   |   |   |   |   |   |   |   |   |   |   |   |    |      |
| 2_8   | 100.0% |  |   |   | -----TGGCTTCATCAGATAGTC-----                                                 |   |   |   |   |   |   |   |   |   |   |   |   |   |   |    |      |
| 0_2   | 100.0% |  |   |   | -----TGGCTTCATCAGATAGTCGATGT-----                                            |   |   |   |   |   |   |   |   |   |   |   |   |   |   |    |      |
| 0_3   | 100.0% |  |   |   | -----TGGCTTCATCAGATAGTCGAT-----                                              |   |   |   |   |   |   |   |   |   |   |   |   |   |   |    |      |

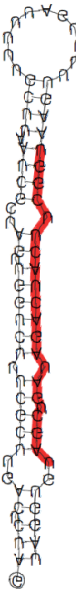

Bna-nMIR13

|                       |               |   |                                                                        |   |   |   |   |   |   |   |    |
|-----------------------|---------------|---|------------------------------------------------------------------------|---|---|---|---|---|---|---|----|
|                       | 1             | [ | .                                                                      | . | . | . | : | . | . | ] | 70 |
| mir13                 | 100.0%        |   | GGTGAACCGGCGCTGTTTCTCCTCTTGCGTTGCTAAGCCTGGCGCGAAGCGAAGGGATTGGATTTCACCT |   |   |   |   |   |   |   |    |
| <u>9</u> <sub>0</sub> | <u>100.0%</u> |   | -----GCCTGGCGCGAAGCGAAGGGA-----                                        |   |   |   |   |   |   |   |    |
| <u>2</u> <sub>0</sub> | 100.0%        |   | -----AGCCTGGCGCGAAGCGAAGGG-----                                        |   |   |   |   |   |   |   |    |
| <u>0</u> <sub>1</sub> | 100.0%        |   | -----AGCCTGGCGCGAAGCGAAGGGA-----                                       |   |   |   |   |   |   |   |    |
| <u>1</u> <sub>0</sub> | 100.0%        |   | -----GCCTGGCGCGAAGCGAAGGG-----                                         |   |   |   |   |   |   |   |    |

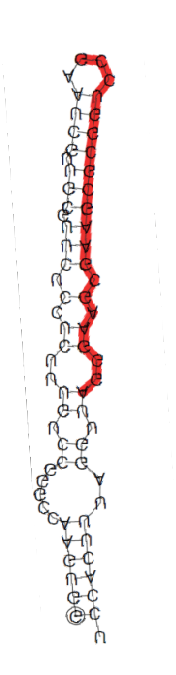

Bna-nMIR14

|                         |               |   |                                                                                                                               |   |   |   |   |   |   |   |   |   |   |   |   |     |
|-------------------------|---------------|---|-------------------------------------------------------------------------------------------------------------------------------|---|---|---|---|---|---|---|---|---|---|---|---|-----|
|                         | 1             | [ | .                                                                                                                             | . | . | . | : | . | . | . | 1 | . | . | . | ] | 132 |
| mir14                   | 100.0%        |   | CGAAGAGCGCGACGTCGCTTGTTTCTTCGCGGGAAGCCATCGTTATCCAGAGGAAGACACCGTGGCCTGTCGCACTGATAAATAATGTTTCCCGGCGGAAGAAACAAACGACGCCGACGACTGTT |   |   |   |   |   |   |   |   |   |   |   |   |     |
| <u>68</u> <sub>10</sub> | <u>100.0%</u> |   | -----TCGCTTGTTTCTTCGCGGGA-----                                                                                                |   |   |   |   |   |   |   |   |   |   |   |   |     |
| <u>3</u> <sub>0</sub>   | 100.0%        |   | -----TCGCTTGTTTCTTCGCGGA-----                                                                                                 |   |   |   |   |   |   |   |   |   |   |   |   |     |

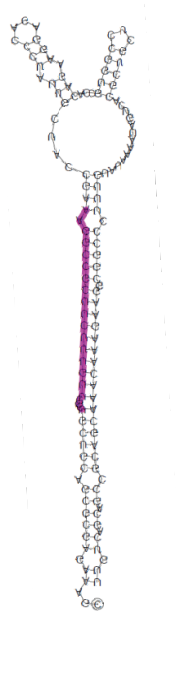

**Supplement:** Figure S3 — Predicted secondary structures of new pre-miRNAs in B. napus . Secondary structures of candidate miRNA precursors of new B. napus miRNA families (Bna-nMIRx), their locations and the abundance of small RNAs mapped onto these precursors. Mature miRNAs located in the 5p and 3p arms are labeled in magenta and red, respectively. Values on the left side of the miRNA sequence represent read counts in the mature and developing seed libraries, respectively.

How the deposited data were processed for this re-analysis (not part of the article)

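The data analysed here are 2 mRNA-seq libraries of *B. napus* seeds, 1 of mature seeds at 50 DAF and 1 of a pool of developing seeds at 7, 14, 21, 28 and 42 DAF. The small RNA libraries of the paper were not used here, and small RNA values are those of the paper's tables. Libraries were mapped to conditions from their labels. The methods section gives the same stages for the small RNA libraries and names none for the mRNA-seq libraries. The authors sequenced polyadenylated RNA, removed low-quality reads and adapter sequences and deposited, for each library, the count of reads of each distinct sequence. These counts are not normalized, and no alignment or gene assignment is part of them. The tool that collapsed the reads is not named in the paper's text.

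The depth was 13010780 reads in the mature and 19474243 in the developing library. Undetermined bases occurred in 0.0599% and 0.0611% of the reads. All reads were used for library sizes, and the share of distinct sequences was also computed at the depth of the mature library. With 1 library per condition there is no replicate error, no p-value across genes and no SD between replicates. Poisson, Clopper-Pearson and conditional binomial intervals of 95% are exact and cover counting error only. A library without reads was given 3 counts where a fold is stated as a lower bound. SD values of folding measures are between pre-miRNAs.

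Contigs were assembled from the pooled reads with a de Bruijn graph program written for this purpose in C++ (g++ 11.4.0), with k-mers of 31 bases seen at least 2 times, removal of short tips, merging of simple bubbles and a shortest contig of 100 bp. It takes the place of the CLC assembly, whose default parameters the paper gives but which was not run here. Reads were counted on contigs by shared k-mers, which placed 47.1% of the pooled reads. On reads simulated from 300 transcripts, 100% of contigs were an exact part of 1 transcript, 97.5% of the transcript bases were recovered and 99.95% of the reads were counted on the contigs of their transcript. Simulated reads are free of the similar gene copies of *B. napus*, so these shares do not carry over to the real reads.

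The mature miRNA sequences of Tables S2, S3 and S4 were matched to the reads exactly on either strand. Precursors were rebuilt from contigs holding both listed arms, or else from chains of reads overlapping by k-mers of 25 bases. Both arms had to lie within the listed length, in the order 5p to 3p. Reads were counted on the segment with up to 60 bases on each side, and a read shared by 2 segments went to the first listed. Segments were folded with ViennaRNA 2.7.2 from the 5p start to the 3p end. The chain settings, the use of the shortest chain where the best-supported one failed, and the rule that 1 printed end of Figure S3 with the listed length is enough were chosen after the data were seen. For Table S2 sequences of families without a listed precursor, a hairpin was accepted when at least 16 bases of the miRNA were paired and the MFEI was at most −0.85. This rule found 29 of the 46 listed precursors and 0 of 1000 random contig positions, which allows up to 0.368%.

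Target sites were scored over the first 20 bases with 1 for a mismatch and 0.5 for a G:U pair, without gaps and without the accessibility step of psRNATarget. All 112 sites planted in simulated contigs were found with their planted score. Shuffled sequences, 5 per miRNA, gave the number of contigs with a site by chance. Transcript levels were log2 ratios of reads scaled by library size with 0.5 reads added, for the 178705 contigs with at least 10 reads. The median of a list was placed among 10000 random lists of the same size matched on mean expression in 20 bins. In a simulation of the 178705 contigs with 200 changed, lists raised or lowered by a factor of 2 lay at the 100 and 0 percentiles, and 57 of 1000 unchanged lists fell in the lowest or highest 2.5%. Unchanged contigs had the same rate in both simulated libraries, and the unchanged lists were random. Real contigs differ between the libraries and real lists are chosen by sequence, so the error of the real percentiles was not tested. TMM factors came from edgeR 4.0.16 in R 4.3.3, applied to the deposited counts summed per contig, and edgeR was used for no test.

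Named items were fixed before the data were examined. They are the precursors of Table S4, the families named beside the values, the target genes named in the paper's text, the 5 contigs with the most reads in each library, and the 5 contigs with the largest ratio in each direction among those with at least 500 reads. Alternatives fixed at the same time were sequences without undetermined bases or of at least 100 bases, k-mers of 25 or 41 bases or seen at least 3 times, 1 mismatch, each distinct sequence counted once, longer segments, the ends of Figure S3, folding without lonely pairs, a score of at most 3, contigs of at least 200 bp, all bases scored, groups by the sign of the log ratio, TMM scaling and scaling without the 10 most abundant contigs. Other score limits, the removal of contigs that carry a listed sequence, rounded ratios, matched lists for Bna-nMIR04, folding values with each distinct segment once, distinct counting of precursor reads and thinning of contig counts were added later. Gene counts were planned for the case of reference transcripts and were not run, because no reference sequence was used here, and contigs have no gene names. Statistics used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.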

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

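The hairpin test of the MIR4995 and MIR5141 sequences, the thinning test of contig ratios and the count of precursors by family were chosen after the results had been seen. None of the signals in this part is analysed in the paper, and no control library exists.

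The Table S2 sequence of MIR4995 was carried by 2080 mRNA-seq reads, 1143 of the mature and 937 of the developing library, a ratio of 0.548 (0.502 to 0.598). That of MIR5141 was carried by 365 reads, 187 and 178, a ratio of 0.636 (0.515 to 0.785). Neither family has a precursor in Tables S3 and S4. If the reads came from miRNA precursors, the chains of reads around the sequences could be expected to fold as hairpins. Of the 2 chains, 0 met the hairpin rule. The rule found 29 of the 46 listed precursors and missed the rest, so precursor transcripts cannot be told apart from other abundant transcripts that contain the same bases. Reads of ribosomal or organellar RNA were not tested as a source.

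In 14 of the 28 families without a listed precursor, at least 1 sequence was carried by reads. Of the 26 sequences concerned, 3 lay in a chain of reads that met the hairpin rule. They belong to MIR161 with 6 reads, MIR390 with 1 and MIR403 with 1. Among the 6 sequences with at least 3 reads, 1 met the rule, or 16.7%, against 0 of 1000 random contig positions. Transcripts that fold as miRNA precursors are a candidate explanation for the 3 sequences, and with 1 of 6 the test leaves open what the other reads are. A chain that fails the rule excludes nothing, because 12 of the 23 failing chains were no longer than 1 read and the rule missed listed precursors too. Sequencing depth limits this result, since most of the sequences had 1 or 2 reads.

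Of the 25 rebuilt precursors with at least 10 mRNA-seq reads, 18 had their developing/mature ratio on the same side of 1 as the paper's small RNA counts (72.0%, Clopper-Pearson interval 50.6 to 87.9). Of the 14 whose interval left out 1, 12 did, with Bna-nMIR408 and Bna-nMIR01-1 as the exceptions. The side of the small RNA counts was taken from their ratio without a test. Its log2 value was only 0.09 for Bna-nMIR07-1, which is among the 12, and −0.19 for Bna-MIR159, among the 18. It was −0.07 for Bna-MIR166 and −0.11 for Bna-nMIR02, which lay on the other side. A hypothesis set before the comparison is that transcription of the precursor sets the difference between libraries in the mature miRNA. Precursors of a family share many small RNA sequences and are not independent. Counted by family, 11 of 18 had all such precursors on the same side (61.1%, interval 35.7 to 82.7), which is not distinguishable from an even split. This count includes families whose ratio is not distinguishable from 1, so their side is uncertain. They are MIR166, nMIR158, nMIR162, nMIR02 and nMIR04 among those that differ, and MIR159, MIR168 and nMIR06 among those on the same side. The hypothesis therefore stays open. Chains that join reads of similar gene copies, and a difference between stages in RNA processing, were not tested.

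Among the 4164 contigs with at least 500 reads, 509 had a log2 developing/mature ratio over 5, against 6 under −5. A ratio over 1 was less frequent than one under −1, with 1122 against 1435 contigs. Depth does not account for the excess at large ratios. With the developing library thinned to the mature depth, 299 contigs were over 5 and 4 under −5, or 74.75 to 1. Contigs are pieces of transcripts, so these numbers are not numbers of genes. Contigs took up 46.5% of the mature and 47.5% of the developing reads, and the other reads are not part of these counts. Transcripts made in developing seeds and lost by 50 DAF remain a candidate biological explanation and were not tested. Reads of another organism or of other tissue in the developing library were not tested either, because contigs have no gene names here.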

How the results depend on the processing

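The score limits of 2 and 2.5, the removal of contigs that carry a listed miRNA sequence, rounded ratios, the use of contigs alone for precursors, folding values with each distinct segment once, distinct counting of precursor reads and the thinning of contig counts were added after the data were seen. The other alternatives were fixed before the data were examined. The gene counts and their 2 alternatives were not run, because no reference sequence was used here. No paired analysis was possible because each condition has 1 library.

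The read totals stayed within 1.5 times under both filters on sequences. The mature library had the larger share of distinct sequences by 2.32 percentage points before thinning and the smaller share by −1.68 points after it. With sequences of at least 100 bases the differences were 1.89 and −2.57 points, and the cause was not tested. Without undetermined bases they stayed within counting error of the first values.

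The number of contigs stayed within 1.5 times in all 3 alternative assemblies, as did that of contigs over 500 bp. The mean length was 170.0 bp in the chosen assembly. With k = 25, k = 41 and k-mers seen at least 3 times it was 172.7, 170.8 and 179.7 bp, the N50 was 170, 171 and 177 bp, and the longest contig 6458, 6666 and 8850 bp. The cause was not tested.

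The developing/mature ratio of reads carrying sequences of Tables S3 and S4 was 0.885 (0.788 to 0.995) with exact matches. With 1 mismatch it was 1.08 (0.985 to 1.19), on the other side of 1 but no longer distinguishable from it, and the cause was not tested. For Table S4 the ratio of 1.16 (1.01 to 1.35) fell to 1.03 (0.878 to 1.20) with distinct sequences counted once, and no longer left out 1. With 1 mismatch the Table S4 ratio rose to 1.38 (1.22 to 1.57). The ratios of Tables S2 and S3 stayed below 1 in both alternatives. They still moved with 1 mismatch, from 0.575 to 0.848 for Table S2 and from 0.490 to 0.771 for Table S3.

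Precursors rebuilt in a contig or a chain numbered 36, and contigs alone gave 13. The chains do not use the assembly, so the alternative assemblies do not test the 36. The number in 1 contig was 6 with k-mers seen at least 3 times, since precursors have few reads and their rare k-mers are then left out. Mean MFE, MFEI, GC content and length stayed within 1 SD between precursors in each alternative. That limit is the spread of single precursors and is too wide to show that a mean is stable. The mean MFE of the second and the third groups moved from −35.8 to −45.3 kcal/mol with 10 bases more on each side. The 18 precursors in the direction of the small RNA counts stayed 18 with distinct sequences counted once.

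The number of contigs with a predicted site depended most on the score limit. For the miRNAs of Table S4 and the overrepresented and underrepresented miRNAs of Table S6, it was 5399, 6209 and 4164 at a score of at most 4. It was 479, 525 and 385 at 3, 143, 139 and 122 at 2.5, and 48, 61 and 58 at 2, where fewer sites are allowed. Contigs of at least 200 bp gave 2153, 2479 and 1587, since fewer contigs were searched. Scoring all bases gave 2869, 2760 and 2392, since more bases then count toward the score.

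For targets of miRNAs more abundant in developing seeds, the percentile of 96.45 moved into the highest 2.5% of matched lists with distinct sequences counted once, at 99.93. With TMM scaling it was 98.55. TMM shifts the ratios of all contigs alike and acts here only through the expression used for matching, and the distance to the matched median went from 0.0469 to 0.0547, so this is no test of the list. For targets of miRNAs more abundant in mature seeds, the percentile of 35.69 changed sides to 69.91 at a score of at most 3. At a score of at most 2 it was 0.20, with 28 contigs. Without the contigs that carry a listed miRNA sequence it was 34.86 with 20 contigs, so the low value rests on those contigs. Rounding the ratios, so that equal ratios count as ties, left both percentiles in place. The cause of the other changes was not tested.

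Thinning lowered the contigs with a log2 ratio over 5 from 509 to 299, since fewer contigs then reach 500 reads. The log2 ratios of 25 single precursors kept their direction and their side of the counting interval with distinct sequences counted once. So did those of the 20 named contigs under 3 alternatives each, but these contigs were chosen for many reads or large ratios and the scalings shift all contigs alike, so this is no test of stability. Where a precursor has fewer than 10 reads, the depth limits any comparison of its level between libraries.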

Differences from the paper's values

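The mean contig length was 170.0 bp, against the paper's 284 bp, and the N50 was 166 bp, against the paper's 361 bp. None of the alternatives set before the data were examined brought either within 1.5 times of the paper's value. The longest contig had 6464 bp, against the paper's 12344 bp. With k-mers seen at least 3 times it had 8850 bp, within 1.5 times of the paper's value, and with k = 25 or k = 41 it was not. Contigs over 500 bp numbered 5481, against the paper's 29157, and no alternative closed the gap.

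The lowest MFE of the second and the third groups was −64.4 kcal/mol, against the paper's −131.5 kcal/mol. The paper's value belongs to Bna-nMIR05 in Table S4, whose segment was not rebuilt, so values of other pre-miRNAs do not bear on it. For the 17 that were rebuilt, the lowest value in Table S4 is −68.8 kcal/mol. With 10 bases more on each side the lowest was −88.2 kcal/mol, within 1.5 times of −131.5 in number only, since it comes from another pre-miRNA. Folding without lonely pairs and the ends of Figure S3 did not come within 1.5 times.

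For the miRNAs of Table S4, 5399 contigs had a predicted site, against the paper's 105 target contigs. For the overrepresented miRNAs of Table S6 the numbers were 6209 and the paper's 313, and for the underrepresented miRNAs 4164 and the paper's 221. A score of at most 3, contigs of at least 200 bp and scoring all bases left each number over 1.5 times the paper's. A score of at most 2.5, a limit chosen after the values were seen, gave 143 contigs for Table S4, within 1.5 times of the paper's 105, and 139 and 122 contigs for Table S6.

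The paper's text gives a mean MFE of −46.67 kcal/mol for the second and the third groups, while its Table S4 lists 22 values with a mean of −48.4 kcal/mol. The highest of them is −18.7 kcal/mol, against the paper's −8.7 kcal/mol in the text. Table S4 gives no MFE for Bna-nMIR394. With 1 more value of −8.7 kcal/mol, the mean of 23 values is −46.67 kcal/mol, so a single value that is not listed would close both gaps.

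The paper states that 11 pre-miRNAs of the third group show a 5p:3p pair, and 10 were rebuilt from the reads.

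From its GO annotation, the paper relates miRNAs that are more abundant in mature seeds to auxin signaling genes and to NAC, SCL and TOE genes. That annotation was not repeated here. In its Table S6, the targets of miRNAs less abundant in developing seeds include 0 ARF, 0 NAC, 0 TOE and 1 SCL genes, and those of miRNAs more abundant in developing seeds 4 ARF, 5 NAC, 1 TOE and 2 SCL genes. Auxin F-box contigs go the other way, with 10 against 1, as does the 1 auxin efflux carrier contig. All 10 auxin F-box targets belong to MIR393_151, which Table S2 lists with a higher count in the developing library.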

Other observations

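The comparison of distinct sequences, the shuffled sequences and the test of target levels were set before their results were seen. The score limits under 3, the removal of contigs carrying a listed sequence and the reading of the thinned shares by direction were chosen after them.

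Sequencing depth was tested as the explanation for the larger share of distinct sequences in the mature library. Thinned to 13010780 reads, the developing library had the larger share, and the difference between mature and developing went from 2.32 to −1.68 percentage points, more than the 1 point set as the limit. Depth accounts for the larger share of the mature library, since thinning lowered the difference by 4.00 points and so removed it. It does not account for the difference in the other direction that remained at equal depth. For that remainder, stage, RNA quality and library preparation were not tested.

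Chance complementarity was tested for predicted target sites. Shuffled sequences gave 97.4996% as many contigs as the 98 real sequences at a score of at most 4, 77.9% at 3 and 62.9% at 2.5. At 2 they gave 31.6% and at 1.5 they gave 9.51%. Contigs that carry a miRNA sequence match it perfectly by construction. Without the 57 contigs that carry a listed sequence, the shares were 97.9% at 4, 81.4% at 3, 73.9% at 2.5, 50.1% at 2 and 23.6% at 1.5. Near copies of a listed sequence were not taken out, so contigs beyond the shuffled number need not hold target sites. By set, the share at 4 was 60.2% for Table S4, and 97.4% and 107% for the overrepresented and underrepresented miRNAs of Table S6. The Table S4 set exceeded its highest shuffle, with 5399 against 3789 contigs. Chance could account for most sites found at the score limit of 4 by this search, which has no accessibility step. It accounts for a smaller share of those of Table S4. In Table S6 the paper lists 89.7% of its 534 target rows with an expectation over 2.5, but its expectation is not the score used here, so the shares do not carry over to those rows.

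A hypothesis set beforehand was that miRNAs lower the transcripts of their targets. It predicts targets of miRNAs more abundant in mature seeds above most matched lists and those of miRNAs more abundant in developing seeds below them. The percentiles were 35.69 and 96.45, so neither list moved in the predicted direction into the outermost 2.5% of matched lists. With each distinct sequence counted once they were 46.48 and 99.93, the latter in the outermost 2.5% on the side opposite to the prediction. Because chance alone gives nearly as many contigs at this score, the lists are diluted, and at a score of at most 2, without contigs that carry a listed sequence, 20 and 26 contigs are too few. The effect of miRNAs on their targets cannot be told apart from no effect here, and miRNAs that act on translation would leave no trace in these counts.

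The contig with the most reads in the mature library was c421, of 1219 bp, with 7022 mature and 3080 developing reads, followed by c6, c1345, c53 and c12. In the developing library it was c15329, of 332 bp, with 846 and 5188 reads, followed by c24236, c106525, c92712 and c3680. The most frequent read sequence had 9908 copies in the mature and 31333 in the developing library, more than any contig had reads. The ranking therefore leaves out abundant sequences that were not placed on contigs. Among the contigs with at least 500 reads, 229 had no mature reads. Their developing/mature ratios have no finite value, and their order reflects developing reads alone. The first of them was c71830, of 172 bp, with 0 and 3613 reads. It was at least 805-fold higher in the developing library when 3 counts are taken for the library without reads (lower limit of the interval 654). The contigs c136305, c206800, c2344 and c28811 came next. The largest ratio in the other direction was that of c170027, of 118 bp, with 657 and 0 reads. It was at least 328-fold higher in the mature library by the same rule (upper limit of its developing/mature ratio 0.0038). It was followed by c949 with 1575 and 11 reads and by c99574, c227635 and c7815.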
